# Macrophage origin limits functional plasticity in helminth-bacterial co-infection

**DOI:** 10.1371/journal.ppat.1006233

**Published:** 2017-03-23

**Authors:** Dominik Rückerl, Sharon M. Campbell, Sheelagh Duncan, Tara E. Sutherland, Stephen J. Jenkins, James P. Hewitson, Tom A. Barr, Lucy H. Jackson-Jones, Rick M. Maizels, Judith E. Allen

## Abstract

Rapid reprogramming of the macrophage activation phenotype is considered important in the defense against consecutive infection with diverse infectious agents. However, in the setting of persistent, chronic infection the functional importance of macrophage-intrinsic adaptation to changing environments vs. recruitment of new macrophages remains unclear. Here we show that resident peritoneal macrophages expanded by infection with the nematode *Heligmosomoides polygyrus bakeri* altered their activation phenotype in response to infection with *Salmonella enterica* ser. Typhimurium in vitro and in vivo. The nematode-expanded resident F4/80^high^ macrophages efficiently upregulated bacterial induced effector molecules (e.g. MHC-II, NOS2) similarly to newly recruited monocyte-derived macrophages. Nonetheless, recruitment of blood monocyte-derived macrophages to *Salmonella* infection occurred with equal magnitude in co-infected animals and caused displacement of the nematode-expanded, tissue resident-derived macrophages from the peritoneal cavity. Global gene expression analysis revealed that although nematode-expanded resident F4/80^high^ macrophages made an anti-bacterial response, this was muted as compared to newly recruited F4/80^low^ macrophages. However, the F4/80^high^ macrophages adopted unique functional characteristics that included enhanced neutrophil-stimulating chemokine production. Thus, our data provide important evidence that plastic adaptation of MΦ activation does occur in vivo, but that cellular plasticity is outweighed by functional capabilities specific to the tissue origin of the cell.

## Author summary

Macrophages are specialized cells of the immune system that help to keep the organism healthy by removing dead cells and debris, assisting in wound healing and fighting off many types of infections as well as tumours. To deal with these various tasks, macrophages produce distinct sets of activation molecules, tailored to the specific task at hand. Once a macrophage displays a certain activation profile it will be less suitable and potentially even detrimental to other typical macrophage tasks. However, previous reports have indicated that macrophages can lose their activation state and quickly switch to a different set of molecules should a new task arise. Here we show that in the context of consecutive co-infection with parasitic worms and bacteria the loss of one set of molecules and gain of another is limited and is determined by whether the macrophage originates from the affected tissue or has been newly recruited to the site of infection. Taken together our data indicates that tissue origin of a macrophage has a dominant impact on macrophage activation and treatments aiming to alter macrophage activation status (e.g. in cancer) need to consider the source of the cells in order to successfully predict outcome.

## Introduction

Macrophages (MΦ) are central to many immune and homeostatic processes and adopt a variety of activation phenotypes. During bacterial infections ‘classically activated’ MΦ produce anti-microbial effector molecules, exhibit enhanced antigen presentation capacity and produce proinflammatory cytokines. In contrast, during helminth infection MΦ are activated by IL-4Rα-signaling and called M(IL-4), or ‘alternatively activated’ [1,2]. M(IL-4) express low levels of co-stimulatory molecules, produce molecules associated with wound healing, and are considered anti-inflammatory [1]. Of note, the MΦ activation phenotype is not fixed and the prevailing view is that MΦ can adopt a variety of activation states in response to their environment [3–6].

Although MΦ plasticity is well established, most of the data supporting this concept are based on in vitro findings or *ex vivo* derived cells. Moreover, full activation, especially in infectious settings in vivo, rarely occurs in 100% of the MΦ present [7–9]. Thus, the observed plasticity might be due to hitherto quiescent subsets of MΦ responding rather than true plasticity of previously activated cells. Furthermore, recent data have highlighted distinct mechanisms for MΦ accumulation in different infection settings [10]. During bacterial infection bone marrow-derived blood monocytes infiltrate from the vasculature and differentiate into anti-bacterial effector MΦ or dendritic cells (DC) [11,12] while the tissue resident MΦ population is usually lost from the site of infection in a process called the MΦ disappearance reaction [11,13,14]. In contrast the type 2 immune response associated with helminth infection can result in proliferative expansion of tissue resident MΦ with minimal recruitment of monocyte-derived cells [8,15]. Of note tissue resident peritoneal MΦ can originate from either prenatal sources or bone marrow derived precursors depending on the age of the animal [16,17] but the use of the term ‘origin’ in the context of this study refers to the tissue of origin (blood vs. peritoneal cavity) within the time frame of the infection. Critically, the functional significance of resident cell expansion vs monocyte recruitment is not yet clear. The finding that some helminth infections also lead to recruitment of blood monocytes [9] and that monocyte-recruited MΦ show marked disparity in the transcriptional response to recombinant interleukin 4 (IL-4) as compared to tissue resident MΦ [18], suggests important functional differences. Thus, the distinct tissue origin of MΦ during infection combined with a current lack of in vivo evidence for cell-intrinsic changes in activation state raised two questions. 1) Does MΦ activation plasticity occur in vivo at the level of the individual cell and 2) is plasticity and/or MΦ origin relevant to infection outcome?

To address these questions, we turned to co-infection models, which provide physiologically relevant insight into MΦ polarization and plasticity [19]. We utilized murine co-infection with *Heligmosomoides polygyrus bakeri* (*H*. *polygyrus*) and attenuated *Salmonella enterica* subsp. *enterica* serovar Typhimurium (*S*. *enterica* ser. Typhimurium; SL3261, ΔaroA). *H*. *polygyrus* is a natural gastrointestinal nematode parasite of mice inducing a strong type 2 immune response; infection leads to pronounced proliferative expansion and M(IL-4) activation of tissue resident MΦ in the peritoneal cavity [10,15,20]. Infection with Salmonella species induces a potent pro-inflammatory response required for bacterial clearance [21]. In co-infection experiments, mice were infected with *H*. *polygyrus* and at peak expansion of resident peritoneal MΦ SL3261 was inoculated i.p. Cell-intrinsic plasticity of the M(IL-4) MΦ was observed in response to bacterial infection but plasticity did not appear relevant for protection within the first 5 days of SL3261 infection. Indeed, inflammatory recruitment of monocyte-derived MΦ and neutrophils was unhampered in co-infected mice. Moreover, the inflammatory influx was accompanied by the marked disappearance of the helminth-expanded resident MΦ. Microarray and functional analyses demonstrated that nematode-expanded MΦ do adapt their activation phenotype in co-infection settings, but the tissue origin places limitations on the functional response of these cells.

## Results

### Nematode-elicited MΦ can be classically activated independent of prior activation state

In order to examine the capacity of nematode-elicited MΦ (NeMΦ) to change their M(IL-4) phenotype, peritoneal exudate cells from mice infected 14 days previously with *H*. *polygyrus* were stimulated in vitro with lipopolysaccharide (LPS), recombinant IL-4 (rIL-4) or without additional stimulus. As a reference for the magnitude of the response we used non-polarised thioglycollate-elicited peritoneal MΦ, which respond well to polarising stimuli [22]. LPS stimulation induced upregulation of NOS2 expression in NeMΦ (Fig 1A), which varied in magnitude relative to control thioglycollate-elicited MΦ between experiments (S1 Fig). Importantly, induction of NOS2 expression in NeMΦ was consistently observed, indicating that NeMΦ retain their capacity to respond to bacterial stimuli. NeMΦ also remained responsive to rIL-4 as demonstrated by enhanced Relm-α expression (Fig 1A). Of note, re-polarization of classically activated MΦ was less evident; MΦ isolated from animals harbouring a bacterial infection (*S*. *enterica* ser. Typhimurium, SL3261) showed strong upregulation of NOS2 expression following stimulation with LPS, notably in excess of the response observed in thioglycollate elicited MΦ (Fig 1B). In contrast only very limited non-significant upregulation of Relm-α was observed in response to rIL-4 (Fig 1B). Thus, bacterial stimuli seemed to provide a more restrictive activation signal, placing limitations on the plasticity of the response and favouring anti-bacterial outcomes of activation.

**Fig 1:**
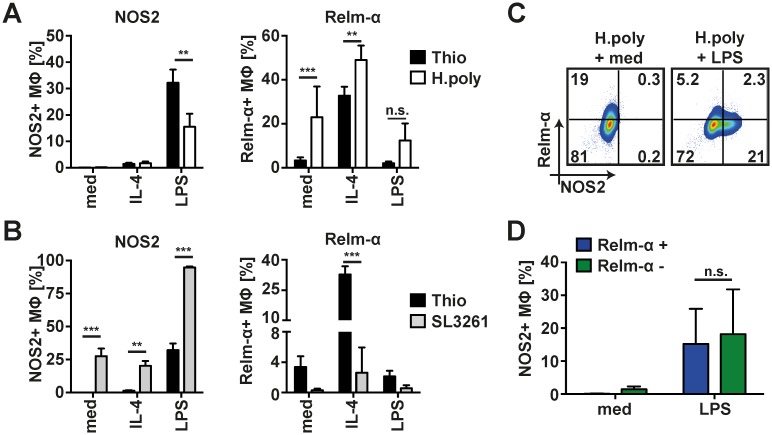
*H*. *polygyrus* derived peritoneal MΦ can be re-polarized to express NOS2 in vitro. (A) In vitro stimulation of whole PEC isolated 14 days after *H*. *polygyrus* infection and stimulated with rIL-4 (IL-4), LPS (LPS) or without additional stimulus (med) for 24h. Thioglycollate-elicited MΦ were used as control. Expression of intracellular NOS2 and Relm-α in CD115+CD11b+ MΦ measured by flowcytometry. (B) As A using whole PEC isolated from *S*. *enterica* ser. Typhimurium (SL3261) infected animals 14 days after infection. (C) Representative dot plots of NOS2 expression versus Relm-α expression in MΦ (CD11b+CD115+) isolated in A. (D) Quantification of the data depicted in C representing NOS2 expression in Relm-α positive (blue) or negative (green) MΦ from *H*. *polygyrus* infected animals. Bars depict mean and SEM of 4–5 animals per group. One representative experiment of three depicted. **: p<0.01, ***; p<0.001; n.s.: not significant.

To assess whether the upregulation of NOS2 in NeMΦ was restricted to a subpopulation that had not previously responded to IL-4Rα signaling, we analysed co-expression of NOS2 and Relm-α (Fig 1C). Irrespective of whether the isolated MΦ expressed Relm-α or not both populations showed equal upregulation of NOS2 in response to LPS (Fig 1D) indicating that classical activation was not restricted to previously non-responding cells.

To directly confirm that M(IL-4) can switch their phenotype in vivo, resident MΦ that had been expanded and activated by in vivo delivery of IL-4 complex, were transferred into the peritoneal cavity of SL3261 infected animals. The transferred cells showed equivalent induction of NOS2 expression as host MΦ (S1 Fig). Thus, activation plasticity of M(IL-4) also occurred in vivo despite potential competition with host MΦ for activating stimuli

### Bacterial co-infection leads to the loss of F4/80^high^ nematode-expanded MΦ

As described previously *H*. *polygyrus* infection leads to the proliferative expansion of peritoneal, tissue resident MΦ [15] whereas *S*. *enterica* ser. Typhimurium induces influx of blood monocyte-derived MΦ [23]. Thus, to address whether the presence of large numbers of nematode expanded, tissue resident MΦ, in an M(IL-4) activation state, influenced bacterial induced recruitment of cells (gating strategy depicted in (S2 Fig) we established a consecutive co-infection model. Mice were orally infected with *H*. *polygyrus* followed 9 days later by i.p. injection of SL3261 (S3A Fig). In this co-infection model peak expansion and accumulation of *H*. *polygyrus* driven M(IL-4) occurs before bacterial challenge (S3B Fig). Effects on MΦ were analysed 5 days later, a timepoint when T cell-independent, partially NOS2-dependent control of bacterial growth can be observed [24].

All infections significantly increased the total number of cells in the peritoneal cavity as compared to naïve animals (Fig 2A). As expected there was preferential influx of eosinophils in nematode infected animals as compared to a more neutrophilic inflammation in SL3261 infected mice. In co-infected animals neutrophil influx was not impeded by prior *H*. *polygyrus* infection indicating normal recruitment of these cells from the circulation. In contrast the number of eosinophils was reduced by the presence of bacteria confirming crossregulation between the anti-helminth and anti-bacterial immune response in our model. The number of MΦ in the peritoneal cavity increased both in bacterial and helminth infection, but co-infection had no additive effect (Fig 2A). Consistent with the differences in tissue origin, MΦ accumulating in singly-infected nematode or bacterial infections differed phenotypically [8], expressing high or low surface levels of F4/80 respectively (Fig 2B). Consecutive co-infection led to the simultaneous appearance of both MΦ populations (F4/80^high^ and F4/80^low^) (Fig 2C). Furthermore, similar to neutrophils, F4/80^low^ MΦ were expanded to an equivalent level between single SL3261 and co-infected animals (Fig 2C). At the same time a significant reduction in the number of F4/80^high^ MΦ was observed in co-infected relative to single *H*. *polygyrus* infected animals. Moreover, the degree of F4/80^low^ cell recruitment depended on the inoculating dose of SL3261 and correlated with the loss of F4/80^high^ MΦ (Fig 2D).

**Fig 2:**
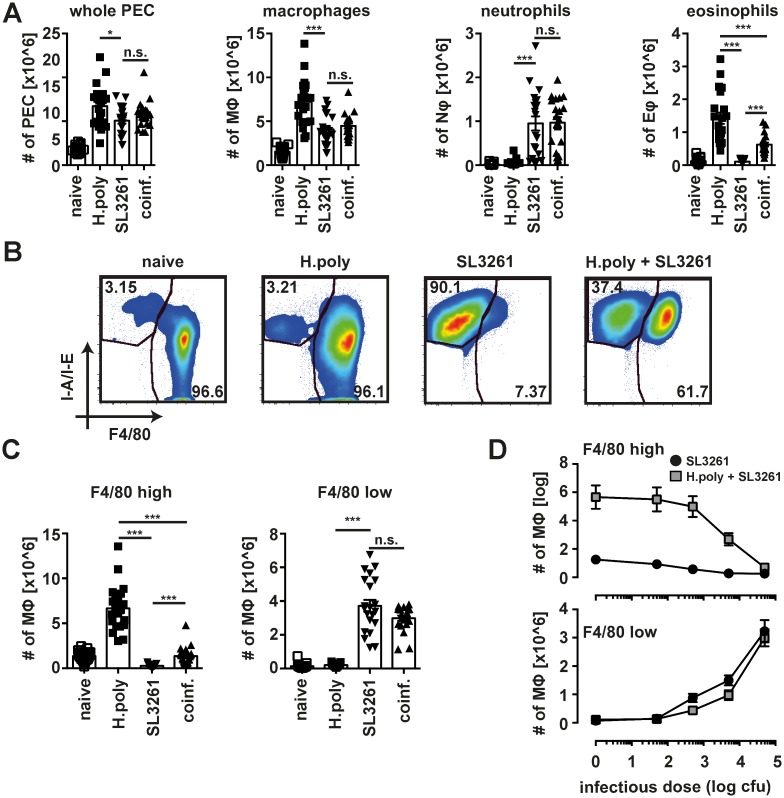
Bacterial co-infection triggers the disappearance reaction in helminth expanded MΦ. (A) Number of total peritoneal exudate cells, MΦ, eosinophils and neutrophils in uninfected (naïve) individually (SL3261 and H.poly) or co-infected mice (B) Representative dot plots depicting MΦ isolated in A. (C) Number of F4/80^high^ and F4/80^low^ MΦ from mice analysed in A. Data pooled from four separate experiments using 5–6 animals per group. Datapoints depict individual animals and bars indicate mean and SEM. (D) Number of peritoneal F4/80^high^ and F4/80^low^ MΦ in single (black circles, SL3261) or co-infected mice (grey squares, H.poly + SL3261) with the indicated doses of SL3261. Animals not receiving bacterial inocula (naïve and single *H*. *polygyrus* infection) are included with an arbitrary infection dose of 1 CFU SL3261 to allow depiction on a log scale. Data pooled from two separate experiments with 5 animals per group each. *: p<0.05; **: p<0.01, ***; p<0.001; n.s.: not significant.

### Nematode-expanded MΦ do not alter resistance to SL3261 infection and efficiently upregulate anti-bacterial effector markers in response to bacterial infection

The loss of F4/80^high^ MΦ and concomitant recruitment of F4/80^low^ MΦ made us question whether the plastic response of NeMΦ observed in vitro (Fig 1) did occur in vivo. Utilising the consecutive co-infection model described above we found no statistical difference in the induction of intracellular NOS2 expression by peritoneal MΦ in single SL3261 or co-infected animals (Fig 3A). Furthermore, induction of NOS2 was not restricted to newly recruited F4/80^low^ MΦ, as F4/80^high^ MΦ showed at least equal if not enhanced capacity to induce NOS2 expression (Fig 3B & 3C). Moreover, SL3261 co-infection led to loss of the M(IL-4) activation phenotype in NeMΦ, as measured by intracellular Relm-α expression, but induction of NOS2 was independent of previous M(IL-4) activation as indicated by equivalent expression in Relm-α positive and negative cells (Fig 3D & 3E). Thus, nematode expanded F4/80^high^, resident-derived MΦ in co-infected animals showed clear and efficient induction of anti-bacterial effector mechanisms, which was further evidenced by enhanced expression of MHC-II (Fig 3F). In line with the upregulation of anti-bacterial effector molecules by F4/80^high^ MΦ and unaltered recruitment of F4/80^low^ MΦ, no significant difference was found in the number of bacteria present in the spleen of co-infected animals as compared to single SL3261 infected animals (Fig 3G). Thus, the more than 7-fold greater number of MΦ present in the peritoneal cavity of *H*. *polygyrus* infected mice at the time of bacterial inoculation (S3B Fig) did not provide any protection, despite their apparent activation plasticity. We considered that the inability to provide protection may be due to injection of relatively large quantities of bacteria. We therefore titrated the dose of SL3261 but no effect of helminth infection on splenic bacterial burden was detected, even when only 50 bacteria were injected into the peritoneal cavity (Fig 3H). Similarly, when mice were co-infected with high doses of SL3261 (~3x10^6 CFU), no difference in resistance was observed (S4 Fig).

**Fig 3:**
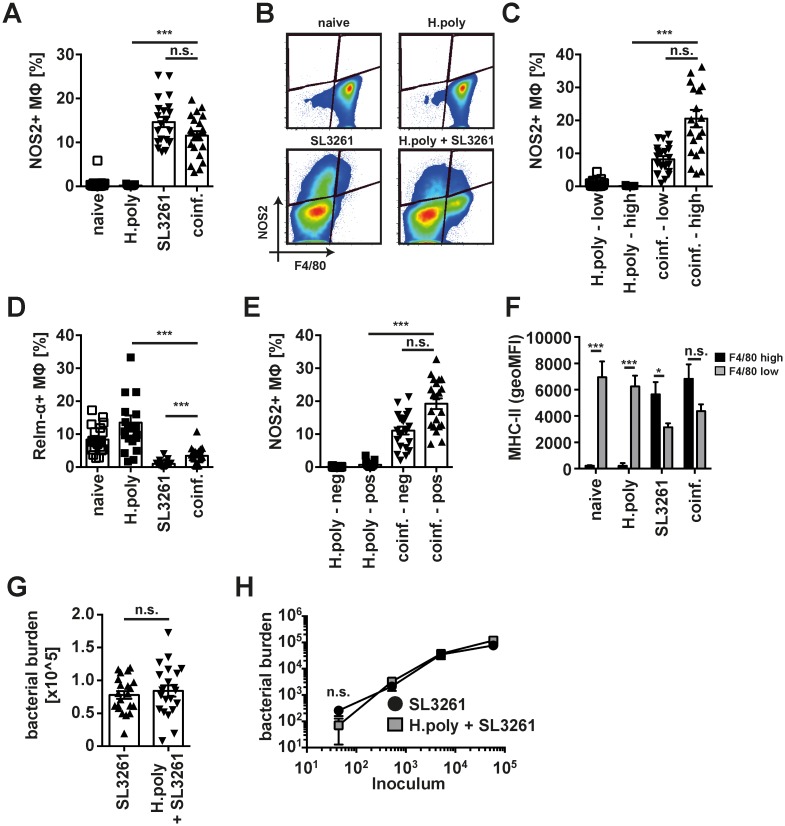
Helminth-expanded MΦ upregulate NOS2 and MHC-II expression following bacterial infection. (A) Intracellular NOS2 staining in peritoneal MΦ from SL3261 (SL3261), *H*. *polygyrus* (H.poly) co-infected (coinf.) or naive mice. (B) Representative dot plots depicting NOS2 vs. F4/80 expression in peritoneal MΦ isolated in A. (C) Quantitative analysis of NOS2 expression in F4/80^high^ (high) or F4/80^low^ (low) MΦ isolated in A (D) Intracellular Relm-α staining in MΦ isolated in A. (E) Quantitative analysis of NOS2 expression in Relm-α positive (pos) or negative (neg) MΦ isolated in A (F) MHC-II expression (geometric mean fluorescence intensity) on F4/80^high^ and F4/80^low^ MΦ isolated in A. (G) Splenic bacterial burden in single SL3261 (SL3261) or consecutively *H*. *polygyrus*.*/* SL3261 co-infected (H.poly + SL3261) mice. Data pooled from 4 separate experiments with 5–6 animals per group per experiment. Datapoints depict individual animals and bars indicate mean and SEM. (H) As in G utilizing indicated infection doses of SL3261. One representative experiment of 2 with 5 animals per group shown. *: p<0.05; **: p<0.01, ***; p<0.001; n.s.: not significant.

### F4/80^low^ cells do not arise from plastic conversion of F4/80^high^ MΦ

F4/80^low^, blood monocyte derived MΦ exposed to tissue specific factors can give rise to tissue resident F4/80^high^ MΦ [16,17]. Thus, whilst the loss of F4/80^high^ MΦ may be due to their disappearance or death, a conversion of F4/80^high^ nematode-expanded MΦ to F4/80^low^ MΦ could have occurred under co-infection settings. To discriminate between these possibilities we utilized partially protected chimeras in which the peritoneal cavity is shielded from lethal irradiation [8,25]. This protects the tissue resident peritoneal population and prevents their replacement by bone marrow-derived cells but results in a chimeric blood monocyte population (S5 Fig). By comparing the proportion of donor cells within a given MΦ population with the proportion in blood monocytes it can be determined whether the population is derived from the bone marrow (ratio equal to monocytes) or from tissue resident MΦ (low donor ratio). Peritoneal MΦ from single *H*. *polygyrus* or SL3261 infected animals showed low or high proportions of donor cells, respectively, confirming their tissue resident MΦ or bone marrow derived origins (Fig 4A). Importantly the two MΦ populations present in co-infected mice displayed identical chimerism to their respective counterparts in single infected mice. The F4/80^high^ MΦ included a very low percentage of donor bone marrow cells while F4/80^low^ MΦ displayed similar chimerism to blood monocytes (Fig 4A & 4B). The data demonstrate that no conversion between these two MΦ populations occurred and recruitment of anti-bacterial F4/80^low^ MΦ was unperturbed by the presence of large numbers of helminth-expanded F4/80^high^ MΦ.

**Fig 4:**
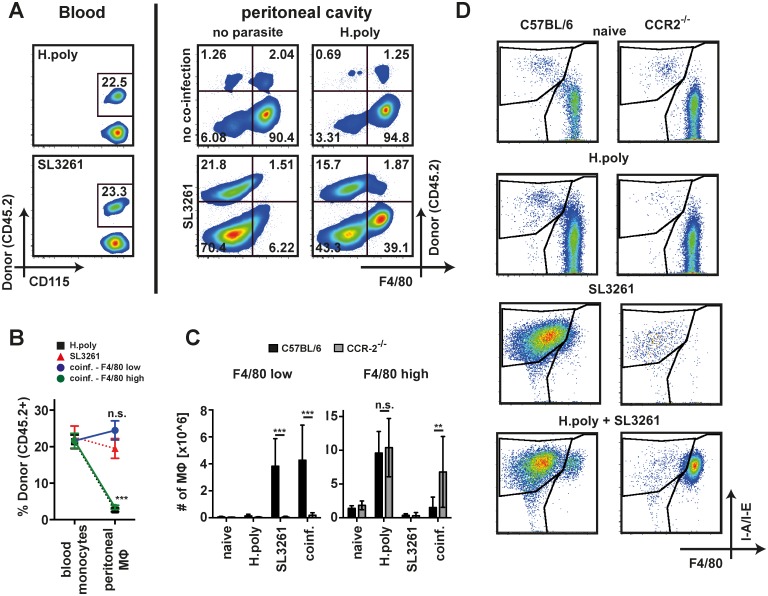
Bacterial co-infection leads to recruitment of MΦ from the vasculature. (A) Representative flow diagrams depicting CD45.2 chimerism in Ly6C^high^ blood monocytes (CD11b+ CD115+ Ly6C^high^) or peritoneal MΦ (lineage- CD11c- F4/80+MHC+) in Cd45.1 host mice after partially shielded γ-irradiation, and subsequent single (top right, bottom left) or co-infection (bottom right). (B) Quantitative analysis of chimerism in Ly6C^high^ blood monocytes and F4/80^high^ (green circles) or F4/80^low^ (blue circles) MΦ in co-infected mice analysed in E. As comparison chimerism of total MΦ in single *H*. *polygyrus* (filled squares) or SL3261 (red triangles) infected animals is shown. Data pooled from two separate experiments with 5 animals per group each. Asterisks indicate statistical differences between blood monocytes and peritoneal MΦ in co-infected animals. (C) Number of F4/80^high^ and F4/80^low^ peritoneal MΦ in SL3261 (SL3261), *H*. *polygyrus* (H.poly) co-infected (coinf.) or naive C57BL/6 (black bars) or *Ccr2*-/- mice (grey bars). Data pooled from two independent experiments with 4–6 mice per group. (D) Representative dot plots depicting MΦ isolated in C. **: p<0.01, ***; p<0.001; n.s.: not significant.

We further confirmed the blood monocyte origin of F4/80^low^ cells using CCR-2 deficient mice, which fail to recruit MΦ to inflammatory sites in part due to defective egress of monocytes from the bone marrow [26]. Recruitment of F4/80^low^ MΦ in response to SL3261 was ablated in *Ccr2*-/- animals both in single and co-infection whereas expansion of resident F4/80^high^ MΦ was unaltered during *H*. *polygyrus* infection (Fig 4C & 4D). Of note the disappearance of F4/80^high^ cells observed in wildtype mice was much less pronounced in co-infected *Ccr2*-/- animals indicating a link between recruitment of F4/80^low^ MΦ and the disappearance reaction. Enhanced cell death is likely part of the explanation for the loss of F4/80^high^ MΦ as indicated by increased Annexin V staining specifically in this population following SL3261 single or co-infection in wild-type mice (S6 Fig). Thus, F4/80^high^ nematode-expanded MΦ did not convert to an F4/80^low^ phenotype but were displaced from the peritoneal cavity during bacterial co-infection by new, blood monocyte derived MΦ. Notably, the magnitude of blood cell recruitment was the same in single bacterial or co-infected animals.

### SL3261 infection induces a unique gene expression profile in F4/80^high^ MΦ

The recruitment of monocyte derived MΦ in conjunction with the displacement of F4/80^high^ MΦ following bacterial inoculation of *H*. *polygyrus* infected animals strongly suggested that these two cell populations have distinct capacities and functions during co-infection. To elucidate these differences we subjected F4/80^high^ and F4/80^low^ MΦ populations from co-infected animals to microarray gene expression analysis. Both populations were isolated from the same animal by fluorescence activated cell sorting (Fig 5A). 

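RNA of sorted peritoneal MΦ was hybridised to Affymetrix whole-transcript arrays, with 4 arrays for each of 5 groups of female C57BL/6 mice. F4/80 high MΦ came from naïve mice, from mice analysed 14 days after 200 larvae of *H*. *polygyrus*, and from co-infected mice that received the attenuated *Salmonella* Typhimurium strain SL3261 9 days after the larvae. F4/80 low MΦ came from the co-infected mice and from mice given SL3261 alone, 5 days after the bacteria. The sample labels give 30000 colony-forming units of SL3261, and the methods give 30000 to 50000. The methods, the legend of Fig 5 and the sample labels name partly different markers for the sort, so the F4/80 low and F4/80 high gates are taken here as the labels name them. The methods name the Mouse Gene 1.0 ST array for the hybridisation and the Mouse Transcriptome Assay 1.0 for the processing; the row identifiers are those of the second platform. The authors corrected the background by RMA, normalised the arrays by quantiles and averaged the probe sets of a transcript, so each value is a log2 signal. Values ran from 1.89 to 14.15, array medians lay between 5.73 and 5.93, and arrays of the same group correlated across rows with a Pearson's r of 0.986 to 0.996, where rows are not independent replicates. Rows that name a single gene gave 30010 genes, each represented by its row with the highest mean. The 5 groups were fitted together in limma, and a gene is called here at an adjusted p under 0.01 with a log2 fold change over 0.5 in size, the thresholds the paper uses for its own lists. Gene lists were tested against all other genes with camera and called at an adjusted p under 0.05. The number of arrays limits the precision that can be given for a log2 signal. Whether a control array holds the RNA of 1 mouse is not given in the sources used here, so p measures the spread between arrays. F4/80 low MΦ of naïve mice and F4/80 high MΦ of mice given SL3261 alone were not analysed here, and a comparison of F4/80 low MΦ with naïve F4/80 high MΦ therefore joins infection with cell origin.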

F4/80^high^ MΦ from naïve or *H*. *polygyrus* single infected as well as F4/80^low^ MΦ from SL3261 single infected animals were used as controls. The quality and reproducibility of the data was confirmed by hierarchical clustering analysis of global expression profiles, which grouped according to biological conditions (S7 Fig). 

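F4/80 high MΦ of naïve and of *H*. *polygyrus* infected mice shared a branch, F4/80 high MΦ of co-infected mice formed another, and the F4/80 low MΦ of both infections formed the last when the arrays were clustered on all rows by 1 minus the Pearson correlation with average linkage and the tree was divided in 3. Divided in 5, the tree held the 4 F4/80 high arrays of co-infected mice in a cluster of their own and likewise the 4 of *H*. *polygyrus* infected mice. The 8 F4/80 low arrays stayed in a single cluster, while naïve replicate 2 stood apart from the other 3 naïve arrays. The adjusted Rand index between the 5 clusters and the 5 groups, which is 1 when they coincide, was 0.680, and also with complete linkage on Euclidean distance. For 17 of 20 arrays the nearest array belonged to the same group, the exceptions being naïve replicate 2, co-infected F4/80 low replicate 1 and SL3261 F4/80 low replicate 3.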

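*Ccr2*, the chemokine receptor with which monocytes leave the bone marrow, had a log2 signal of 10.36 ± 0.31 (SD, n = 4 arrays) in F4/80 low MΦ and of 5.45 ± 0.30 (SD, n = 4) in F4/80 high MΦ of co-infected mice. The log2 fold change of *Ccr2* between them was 4.92 (standard error 0.15, adjusted p = 8.82e-15 from limma). *Timd4*, a phosphatidylserine receptor of resident peritoneal MΦ, went the other way with a log2 fold change of −3.57 (standard error 0.12, adjusted p = 2.94e-14 from limma). *Adgre1* encodes F4/80, the protein on which the cells were sorted, and differed by −1.75 (standard error 0.09, adjusted p = 1.44e-11 from limma). Of 14 genes of monocyte-derived MΦ, among them *Ms4a4c* (3.94) and *Cx3cr1* (2.73), 12 were higher in F4/80 low MΦ of co-infected mice and none was lower. Of 21 genes of resident large peritoneal MΦ, among them *Alox15* (−4.25) and *Cxcl13* (−3.96), 17 were lower and none was higher. Counts adjusted over the list alone were the same for both lists. Camera gave adjusted p = 5.02e-17 for the monocyte-derived list and adjusted p = 5.43e-19 for the resident list, with adjusted p = 0.00436 and 0.0146 with an estimated correlation. The first principal component of all rows held 52.6% of the variance and the second held 12.4%. Mean scores on the first component were 50.3 ± 7.13 in naïve F4/80 high MΦ, 47.3 ± 2.83 in F4/80 high MΦ of *H*. *polygyrus* infected mice, −47.9 ± 4.55 in F4/80 low MΦ of co-infected mice and −60.7 ± 3.38 in F4/80 low MΦ of mice given SL3261 alone (SD, n = 4 each). With rows scaled to the same variance, the first component held 28.5%. Naïve and *H*. *polygyrus* F4/80 high arrays lay 68.9 apart on average (Euclidean distance), next to 66.9 within the naïve and 55.4 within the *H*. *polygyrus* group. The F4/80 low arrays of the co-infected and the SL3261 groups lay 56.7 apart, next to 52.9 and 50.8 within them.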

Principal component analysis showed F4/80^high^ MΦ in naïve and *H*. *polygyrus* infected animals clustering together, while F4/80^low^ MΦ in single SL3261 or co-infected animals clustered together, reaffirming the different tissue origins of these cell populations. Notably, F4/80^high^ MΦ in co-infected animals clustered separately from either of these populations revealing a unique response profile in response to bacterial infection (Fig 5B).

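*Mki67*, a marker of proliferating cells, was higher in F4/80 high MΦ of co-infected mice than in the mean of both F4/80 high control groups (log2 fold change 1.94, standard error 0.22, adjusted p = 8.45e-07 from limma) and than in the mean of both F4/80 low groups (log2 fold change 1.43, adjusted p = 2.17e-05 from limma). *Ucp1*, a mitochondrial uncoupling protein, was above the same means by 2.18 and 4.11, and *Mall*, a membrane protein of the MAL family, by 4.37 and 3.41. *Retnla*, which encodes the alternative-activation product RELMα, was below both, with log2 fold changes of −2.54 (adjusted p = 1.63e-09 from limma) and −2.44 (adjusted p = 1.71e-09 from limma). The mannose receptor *Mrc1* (−1.26 and −2.76) and the scavenger receptor *Cd36* (−2.15 and −2.17) were below both as well. In all, 244 genes were called higher and 114 lower in F4/80 high MΦ of co-infected mice against both means. Independent overlap of the 956 genes higher than the F4/80 high controls and the 1042 higher than the F4/80 low groups would give 33.2, and that of the 708 and 1449 lower genes 34.2. In each of 20 simulations with no difference between any groups, limma gave 0 such genes. Such groups leave few genes to call in either comparison, so this outcome was close to fixed. The simulations thus cannot tell how many genes arise from the shared co-infected arrays. When different co-infected F4/80 high arrays were used for each of the comparisons, 144 to 175 genes were higher and 95 to 118 lower. Of 24 cell cycle genes, 20 were higher than both means. Their mean log2 fold change was 1.49 against *H*. *polygyrus* infected F4/80 high MΦ, where 23 were called higher, and 0.36 against naïve F4/80 high MΦ, where *Mki67* (0.72, adjusted p = 0.0527 from limma) was not called and *Tyms* (0.53) alone was (camera, adjusted p = 3.55e-06, and adjusted p = 0.347 with an estimated correlation). The call of *Tyms* ended without naïve replicate 4 (0.46), co-infected F4/80 high replicate 1 or 3 (0.48 each) and with only the compared arrays (adjusted p = 0.0102; 0.00129 to 0.0102 over the alternatives). On the principal components of all rows, the co-infected F4/80 high arrays had mean scores of 11.0 ± 7.00 on the first and −42.4 ± 9.02 on the second (SD, n = 4). Their mean distance was 87.4 to the naïve and 89.1 to the *H*. *polygyrus* F4/80 high arrays, and 91.5 and 101.1 to the F4/80 low arrays of co-infected and SL3261 infected mice, with 56.3 among themselves.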

**Fig 5:**
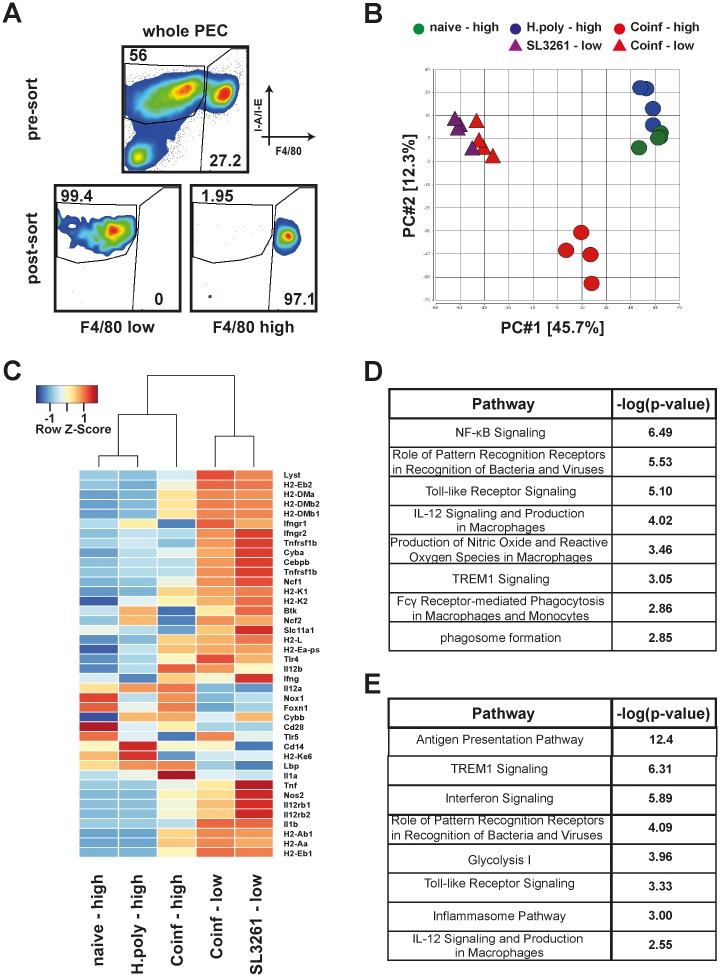
Microarray analysis of MΦ populations from single and co-infected animals. A) Representative dotplots depicting unsorted and sorted MΦ populations. Tissue resident derived, F4/80^high^ and monocyte-derived F4/80^low^ MΦ were identified as lineage negative (Ly6G-, TCRβ-, SiglecF-, CD19-) CD115+ F4/80 high or low, respectively, and sorted by fluorescence activated cell sorting reaching purities of >96%. B) Principal component analysis of global gene expression in F4/80^high^ (circle) or F4/80^low^ (triangle) MΦ from naive (green), single H. polygyrus (blue), SL3261 (purple) or co-infected (red) animals. C) Hierarchical clustering and heatmap of genes associated with resistance to SL3261. D) Selected canonical pathways determined by IPA, significantly enriched for DE genes in pairwise comparisons of F4/80^low^ and F4/80^high^ MΦ from co-infected animals. E) As D) in pairwise comparisons of F4/80^high^ MΦ from co-infected animals compared to single *H*. *polygyrus* infected animals.

To specifically address whether F4/80^high^ MΦ could effectively contribute to resistance against SL3261 infection we compared expression of known resistance-associated genes [27] across all experimental groups (Fig 5C). F4/80^low^ MΦ from both single SL3261 and co-infected animals showed similar, largely enhanced expression of these genes. 

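*Nos2*, the inducible nitric oxide synthase, had a log2 signal of 5.99 ± 0.08 in naïve F4/80 high MΦ, 9.88 ± 0.57 in F4/80 low MΦ of co-infected mice and 10.70 ± 0.15 in F4/80 low MΦ of mice given SL3261 alone (SD, n = 4 arrays each). Its log2 fold change over naïve F4/80 high MΦ was 3.89 (standard error 0.30, adjusted p = 1.44e-09 from limma) in the former and 4.71 (adjusted p = 5.51e-11 from limma) in the latter. *Il12rb1*, a chain of the IL-12 receptor, was 2.14 and 2.68 above its naïve level (adjusted p = 9.69e-12 and 2.07e-13 from limma). *Lbp*, which encodes the lipopolysaccharide-binding protein, differed from it by −1.25 and −2.5 (adjusted p = 2.33e-05 and 1.03e-09 from limma). Of the 39 genes drawn in Fig 5C, 36 have a named row here; *Ncf2*, *H2-L* and *H2-Ea-ps* have none. Compared with naïve F4/80 high MΦ, 19 of the 36 were called higher in F4/80 low MΦ of co-infected mice and 20 in those of mice given SL3261 alone, with 19 called in both and *Lbp* as the gene called lower. Between the F4/80 low groups, limma called *Lbp* alone, but not without SL3261 replicate 2 (adjusted p = 0.0102) or with only the compared arrays (adjusted p = 0.0344; 0.00133 to 0.0344 over the alternatives); 17 genes lay above 0 and 19 below, and the median log2 fold change was −0.01. Under single settings *Tnf*, *Il12rb1* and *Il12rb2* were called lower there, *Tnf* with the replicate number as a block (adjusted p = 0.00437; 0.00437 to 0.0327 over the alternatives) or without co-infected F4/80 low replicate 1 (adjusted p = 0.00306), *Il12rb1* without SL3261 replicate 1 (adjusted p = 0.00797) and *Il12rb2* with only the compared arrays (adjusted p = 0.00745; 0.00745 to 0.132 over the alternatives). A list of 36 measured resistance genes that overlaps with the figure had 21 genes higher and 2 lower, *Lbp* and *Stat4*, in each F4/80 low group against naïve F4/80 high MΦ (the same when adjusted over the list alone). Camera gave this list adjusted p = 1.88e-14 for co-infection and adjusted p = 4.75e-13 for SL3261 alone, with adjusted p = 0.00157 and 0.00261 with an estimated correlation. In the same comparisons 6 and 5 of 12 genes of handling stress were higher and none was lower (10 higher in each and 0 and 1 lower at an unadjusted p under 0.05; camera, adjusted p = 7.03e-05 and 3.15e-04, and adjusted p = 0.139 and 0.202 with an estimated correlation). Markers of dendritic cells were called there as well (3 of 10 higher in each and 0 and 1 lower, camera, adjusted p = 0.00214 and 0.0145). So were those of T and NK cells (3 and 5 of 13 higher, camera, adjusted p = 0.0181 and 0.0145). Neither list was called by camera with an estimated correlation (adjusted p = 0.127 and 0.231, and 0.339 and 0.332). Both comparisons set F4/80 low against F4/80 high MΦ, as no F4/80 low MΦ of naïve mice were analysed here.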

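*Nos2* had a log2 signal of 5.94 ± 0.12 (SD, n = 4 arrays) in F4/80 high MΦ of *H*. *polygyrus* infected mice and 9.54 ± 0.89 (SD, n = 4) in F4/80 high MΦ of co-infected mice, a log2 fold change of 3.59 (standard error 0.30, adjusted p = 1.79e-08 from limma). Every co-infected array was above every *H*. *polygyrus* array (two-sided exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). Against naïve F4/80 high MΦ the log2 fold change of *Nos2* was 3.55 (adjusted p = 2.02e-08 from limma). *H2-Aa*, a chain of MHC class II, rose by 3.96 (standard error 0.14, adjusted p = 3.79e-14 from limma) over *H*. *polygyrus* infection alone, and *Ciita*, the transactivator of the class II genes, by 2.99 (adjusted p = 2.22e-15 from limma). Of 12 genes of MHC class II presentation 11 were called higher and none lower, though 1 lay below 0 with an unadjusted p under 0.05, and all 11 measured interferon-induced GTPases rose, which act on bacteria within vacuoles, led by *Gbp4* (3.68) and *Iigp1* (3.29). These counts were the same when adjusted over the list alone, and camera gave adjusted p = 1.33e-21 for MHC class II and adjusted p = 3.14e-24 for the GTPases, with adjusted p = 7.07e-05 and 0.00563 with an estimated correlation. *Tnf* (1.83) and *Acod1*, the enzyme that makes itaconate (4.42), rose as well. Of 36 genes of Fig 5C, 14 were called higher and 2 lower than in *H*. *polygyrus* infection, and 27 lay above 0. The lower genes were the interferon-γ receptor chain *Ifngr1* (−0.70) and *H2-Ke6* (−0.54), and *H2-Ke6* was not called without *H*. *polygyrus* replicate 3 (−0.50). Compared with naïve F4/80 high MΦ, 14 of the 36 genes were higher and 26 lay above 0. The overlapping list of 36 resistance genes had 12 higher and 2 lower against *H*. *polygyrus* infection (the same when adjusted over the list alone; camera, adjusted p = 7.58e-05, and adjusted p = 0.0669 with an estimated correlation). Against naïve F4/80 high MΦ it had 11 higher and 1 lower (camera, adjusted p = 3.5e-10, and adjusted p = 0.00459 with an estimated correlation). Camera also called the handling stress and the T and NK cell lists against naïve F4/80 high MΦ, but not with an estimated correlation. In the same comparison with *H*. *polygyrus* infection, 8 of 14 genes of monocyte-derived MΦ were higher and 2 lower (9 and 2 when adjusted over the list alone; camera, adjusted p = 7.58e-05, and adjusted p = 0.0669 with an estimated correlation).

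**Figure D1:**
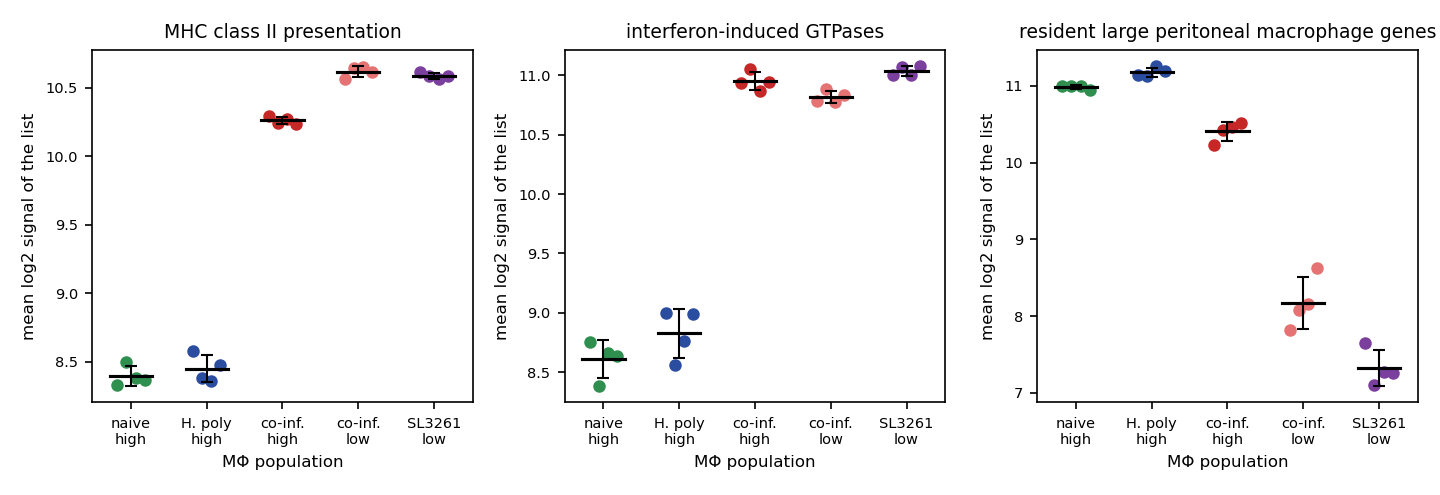
Mean log2 signal of the genes of 3 lists on each array, by MΦ population; points are arrays, the horizontal line is the mean and the error bar the SD of 4 arrays. The co-infected F4/80 high arrays lie between 10.24 and 10.29 for MHC class II presentation (8.36 to 8.58 in *H*. *polygyrus* infection), between 10.87 and 11.05 for the interferon-induced GTPases (8.56 to 9.00), and between 10.22 and 10.51 for genes of resident large peritoneal MΦ (11.13 to 11.26).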

F4/80^high^ MΦ in co-infected animals also showed enhanced expression of most resistance genes, including *Nos2*, as compared to MΦ from naïve and *H*. *polygyrus* infected animals, confirming plastic adaptation of the activation phenotype. However, the overall response in F4/80^high^ MΦ was muted and most resistance-associated genes had less differential expression than in F4/80^low^ MΦ. Specifically *Slc11a1* (i.e. *Nramp*), which was significantly upregulated in F4/80^low^ MΦ by bacterial infection, was virtually unchanged in tissue resident derived MΦ. 

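*Ifngr2*, a chain of the interferon-γ receptor, was higher in F4/80 low than in F4/80 high MΦ of co-infected mice by a log2 fold change of 0.85 (standard error 0.08, adjusted p = 4.41e-08 from limma), and its other chain *Ifngr1* by 1.01 (adjusted p = 1.74e-08 from limma). *Tnfrsf1b*, a TNF receptor, was higher by 1.05 (adjusted p = 1.39e-09 from limma), and *Lyst*, which regulates lysosome size, by 0.86 (adjusted p = 1.68e-08 from limma). *Il12rb1*, *Il1b* and *H2-Eb1* complete the 7 of 36 genes of Fig 5C that were called higher, against 2 called lower, *Lbp* and *Il1a*. Across the 36 genes, 26 lay above 0 and 10 below, with a median log2 fold change of 0.30. Of the 19 genes called higher in both F4/80 low groups than in naïve F4/80 high MΦ, 13 were also called higher in F4/80 high MΦ of co-infected than of *H*. *polygyrus* infected mice. Of the 14 genes raised in F4/80 high MΦ by co-infection over *H*. *polygyrus* infection, 3 were called higher in F4/80 low MΦ, 1 lower, and 10 were not called between the co-infected populations. *Tnf* was among those 10 (log2 fold change 0.70, adjusted p = 0.0106 from limma) but was called with the animals as a block (adjusted p = 7.24e-04), with arrays centred (adjusted p = 0.00416; 7.24e-04 to 0.0536 over the alternatives) and without F4/80 high replicate 1 (adjusted p = 1.74e-04) or F4/80 low replicate 2 or 4 (adjusted p = 0.00962 and 0.0072). With arrays centred *H2-DMb2* (0.53) and *H2-Eb2* (0.58) were called as well, and without F4/80 high replicate 1 *H2-Eb2* (0.51) and *Il12rb2* (0.77). *Nos2* was among them too (log2 fold change 0.34, standard error 0.30, adjusted p = 0.394 from limma), with a two-sided exact permutation p = 0.514 over arrays not kept in pairs. Over the alternatives that keep every array, the fit with the animals as a block included, adjusted p from limma for *Nos2* was 0.0577 to 0.542. Without co-infected F4/80 high replicate 1 the difference in *Nos2* was called (log2 fold change 0.78, adjusted p = 0.00594 from limma), while the other single arrays left out did not make it so (adjusted p up to 0.866). *H2-Aa* differed by 0.30 (adjusted p = 0.105 from limma).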

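*Slc11a1*, which encodes the divalent metal transporter NRAMP1 of the phagosome, had a log2 signal of 11.26 ± 0.12 in naïve F4/80 high MΦ, 11.41 ± 0.05 in F4/80 low MΦ of co-infected mice and 11.57 ± 0.03 in F4/80 low MΦ of mice given SL3261 alone (SD, n = 4 arrays each). Against naïve F4/80 high MΦ, the log2 fold change was 0.31 after SL3261 alone (standard error 0.07, adjusted p = 0.00154 from limma; two-sided exact permutation p = 0.0286). In co-infection it was 0.15 (adjusted p = 0.107 from limma; two-sided exact permutation p = 0.0571). In F4/80 high MΦ the signal was 11.17 ± 0.15 (SD, n = 4) in *H*. *polygyrus* infection and 11.06 ± 0.09 (SD, n = 4) in co-infection, a difference of −0.11 (adjusted p = 0.306 from limma; two-sided exact permutation p = 0.257). Within co-infected mice F4/80 low MΦ were above F4/80 high MΦ on every array by a mean of 0.35 (adjusted p = 8.32e-04 from limma and two-sided exact permutation p = 0.0286). Neither test kept the arrays of the same animals in pairs, and with 4 pairs a permutation could not reach this p. The differences in *Slc11a1* are below the log2 fold change of 0.5 that a call needs.

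**Figure D2:**
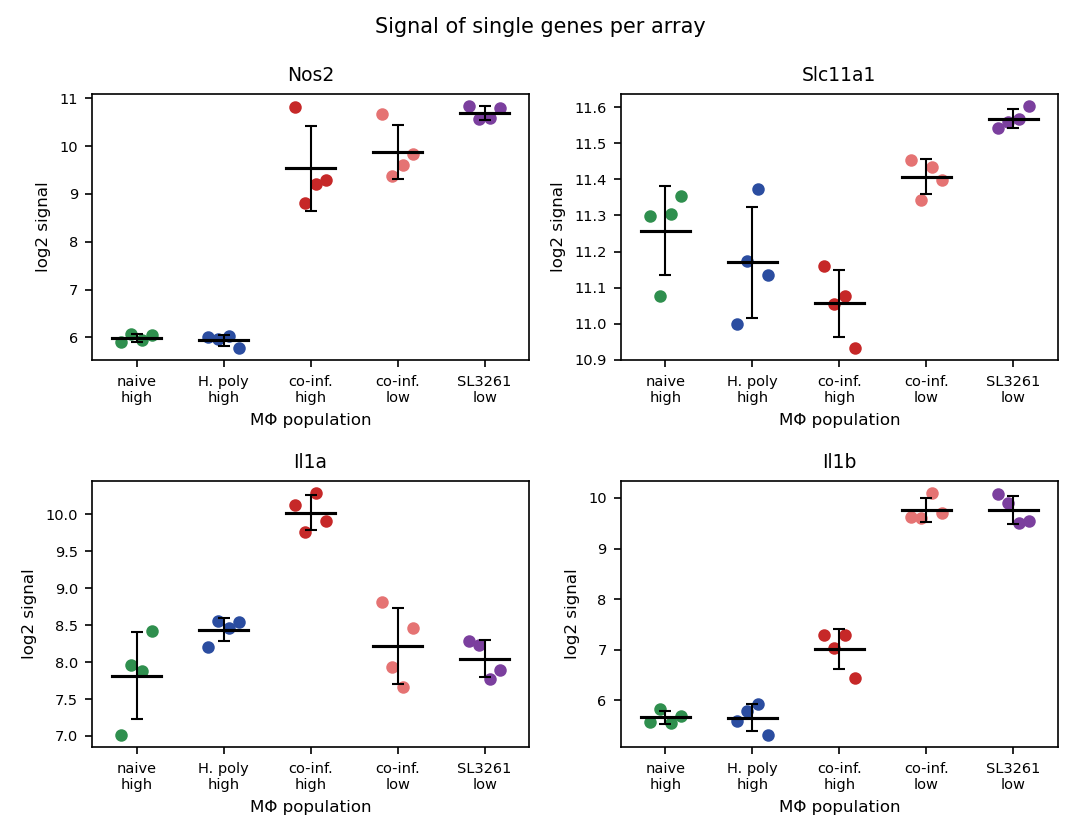
Log2 signal of *Nos2*, *Slc11a1*, *Il1a* and *Il1b* on each array, by MΦ population; points are arrays, the horizontal line is the mean and the error bar the SD of 4 arrays. For *Slc11a1* the co-infected F4/80 low arrays lie between 11.34 and 11.45, the SL3261 arrays between 11.54 and 11.60, and the co-infected F4/80 high arrays between 10.93 and 11.16.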

Co-infection also induced a divergence with regard to the production of IL-1 in which *Il1b* expression was highly increased in F4/80^low^ MΦ while *Il1a* expression was dramatically increased in F4/80^high^ MΦ.

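*Il1b*, which encodes IL-1β, had a log2 signal of 9.76 ± 0.23 in F4/80 low MΦ and 7.02 ± 0.40 in F4/80 high MΦ of co-infected mice (SD, n = 4 arrays each), a log2 fold change of 2.74 (standard error 0.17, adjusted p = 2.94e-10 from limma). *Il1a*, which encodes IL-1α, had 8.22 ± 0.51 in F4/80 low MΦ and 10.02 ± 0.24 in F4/80 high MΦ of the same mice (SD, n = 4 each), a log2 fold change of −1.80 (standard error 0.24, adjusted p = 8.06e-06 from limma). In F4/80 high MΦ, co-infection raised *Il1a* by 1.58 over *H*. *polygyrus* infection (adjusted p = 4.49e-05 from limma) and by 2.20 over the naïve level (adjusted p = 9.74e-07 from limma). *Il1b* rose there by 1.36 and 1.35 (adjusted p = 5.58e-06 and 7.69e-06 from limma). In F4/80 low MΦ of co-infected mice *Il1b* was 4.10 above naïve F4/80 high MΦ (adjusted p = 1.56e-13 from limma), and *Il1a* differed from them by 0.40 (adjusted p = 0.197 from limma). Between the F4/80 low groups neither gene was called, with log2 fold changes of 0.17 for *Il1a* (adjusted p = 0.919 from limma) and 0.00 for *Il1b*.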

To further highlight functional differences, we performed pathway analyses on differentially expressed (DE) genes (q-value (FDR)<0.01, log2FC ±0.5) in a pairwise comparison of F4/80^high^ and F4/80^low^ MΦ from co-infected animals utilising Ingenuity Pathway Analysis (IPA). To avoid bias caused by different cellular origins, we compared the list of DE genes between F4/80^low^ and F4/80^high^ MΦ in our dataset with DE genes in F4/80^low^ and F4/80^high^ MΦ in naïve animals obtained from publicly available datasets (Immunological Genome Project, http://www.immgen.org [28]) and restricted the analysis to genes unique to the co-infection setting (S8 Fig & S1 Table). This analysis revealed enrichment of DE genes in several pathways associated with anti-bacterial or pro-inflammatory responses (Fig 5D). 

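*Plbd1*, a lysosomal phospholipase (log2 fold change 3.99), *Cd226*, an adhesion receptor of leukocytes (3.85), and *Flt1*, a VEGF receptor (3.10), were among the genes with the largest excess in F4/80 low over F4/80 high MΦ of co-infected mice. *Aspa*, an aspartoacylase (−4.30), *Serpinb2*, a protease inhibitor of MΦ (−4.09), and *Tgfb2*, which encodes TGF-β2 (−3.52), were among those with the largest deficit. At the thresholds of the paper, limma called 2167 of 30010 genes between the co-infected populations, 1237 higher and 930 lower in F4/80 low MΦ. Centring every array on its median shifts the median of all genes by 0.10 and turns 57.1% of called genes being higher in F4/80 low MΦ into 74.6% (1933 higher and 658 lower). Of the called genes, 1958 have an Entrez identifier, and 1925 of these (98.3%) are in the S1 Table among the genes that differ in co-infected mice, alone or also in naïve mice. In the other direction, 963 of the 1036 entries of the sheet shared with naïve mice could be matched, and 97.9% of the matched entries held a gene called here. Of 1303 entries unique to co-infection only 985 (75.6%) could be matched, so that the 96.5% of these that held a called gene cover a part of the sheet. Among 1243 matched entries that the sheet of naïve mice lists alone, 1.37% held a gene called in co-infected mice. The S1 Table was drawn from these same arrays; the Immunological Genome Project data behind its naïve part were not used here.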

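*Tlr9*, the receptor for bacterial DNA, was higher in F4/80 low than in F4/80 high MΦ of co-infected mice by a log2 fold change of 3.05 (standard error 0.20, adjusted p = 3.55e-10 from limma). *Tlr1*, which pairs with TLR2 on bacterial lipopeptides, was higher by 1.62 and the TLR adaptor kinase *Irak2* by 1.23 (adjusted p = 1.36e-09 and 3.51e-10 from limma). Of 32 genes of Toll-like receptor and NF-κB signalling 10 were higher and 1, *Tlr3* (−0.57, and −0.47 and not called with arrays centred), was lower. Among 18 genes of TREM1 signalling, named for an amplifying receptor of myeloid cells, 4 were higher, among them *Cd83* (1.08), and *Il6* (−0.69) was lower; 5 were higher and 1 lower when adjusted over the list alone. The call of *Il6* (adjusted p = 0.00974 from limma) ended without F4/80 high replicate 1, 2, 3 or 4 (adjusted p = 0.011, 0.0176, 0.0486 and 0.0108) or F4/80 low replicate 2, 3 or 4 (adjusted p = 0.0304, 0.0361 and 0.0205), with the animals as a block (adjusted p = 0.0214) and with arrays centred (adjusted p = 0.0296; 0.008 to 0.0296 over the alternatives). *Tnf* had a log2 fold change of 0.70 and was not called (adjusted p = 0.0106 from limma), but was called with the animals as a block (adjusted p = 7.24e-04) or the arrays centred on their medians (adjusted p = 0.00416; 7.24e-04 to 0.0536 over the alternatives). It was also called without co-infected F4/80 high replicate 1 (adjusted p = 1.74e-04 from limma), F4/80 low replicate 2 (adjusted p = 0.00962) or F4/80 low replicate 4 (adjusted p = 0.0072). Of 18 genes of phagocytosis and Fcγ receptors 9 were higher, led by *Mrc1* (3.35), *Cd36* (1.81) and the β-glucan receptor *Clec7a* (1.72), and the scavenger receptor *Marco* (−2.02) was lower. Camera gave adjusted p = 4.55e-11 for Toll-like receptor signalling, adjusted p = 7.68e-04 for TREM1 signalling and adjusted p = 1.45e-06 for phagocytosis, with adjusted p = 0.0146, 0.023 and 0.023 with an estimated correlation. Of 16 genes of the inflammasome 7 were higher, led by *Mefv*, which encodes pyrin (1.37), and 3 were lower, namely *Naip5* (−0.55), *Naip6* (−0.52) and *Pycard* (−0.51). None of the 3 was called without F4/80 high replicate 2 (−0.48, −0.46 and −0.47), without F4/80 low replicate 3 (−0.49, −0.44 and −0.46) or with arrays centred (−0.45, −0.42 and −0.41). The inflammasome list was called by camera (adjusted p = 0.00913) but not with an estimated correlation (adjusted p = 0.183) nor with dim genes left out (adjusted p = 0.0708), over a range of 4.56e-06 to 0.183 for its tests. Except for TREM1 signalling, these counts were the same when adjusted over the list alone. Of 10 dendritic cell markers, 4 were higher in F4/80 low MΦ as well, led by *Clec9a* (2.61; camera, adjusted p = 6.49e-05, and adjusted p = 0.0672 with an estimated correlation). With the animals as a block, camera also called the handling stress list, and limma called *Fos* and *Hspa1a* of it. Ingenuity Pathway Analysis was not used here, and the lists were not restricted to genes unique to co-infection.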

The pattern of gene expression between F4/80^low^ and F4/80^high^ MΦ within these pathways provided further evidence that the anti-bacterial response was less potent in F4/80^high^ MΦ during co-infection. 

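*Ciita* was higher in F4/80 low than in F4/80 high MΦ of co-infected mice by a log2 fold change of 0.94 (standard error 0.09, adjusted p = 6.69e-08 from limma) and *H2-Eb1* by 0.91 (adjusted p = 4.20e-05 from limma). They were the 2 of 12 genes of MHC class II presentation called higher, with none lower (camera, adjusted p = 4.56e-05, and adjusted p = 0.023 with an estimated correlation). Of 36 resistance genes 11 were higher in F4/80 low MΦ, among them the flagellin sensor partner *Nlrc4*, *Irf8*, *Myd88* (0.52, and not called without F4/80 high or F4/80 low replicate 3, at 0.49 and 0.47) and *Stat4* (0.62), and 4 were lower. Adjusted over the list alone, 12 were higher and 4 lower (camera, adjusted p = 9.01e-06, and adjusted p = 0.0456 with an estimated correlation). The 11 interferon-induced GTPases held no called gene in limma, with 1 higher and 5 lower at an unadjusted p under 0.05, and their list was not called by camera (adjusted p = 0.314). None of the 16 genes of MHC class I presentation was called in limma either, with 7 higher and 1 lower at an unadjusted p under 0.05; camera called their list (adjusted p = 0.00913), but not with an estimated correlation (adjusted p = 0.24) or with dim genes left out (adjusted p = 0.0708), over a range of 4.29e-04 to 0.24 for its tests. Of 29 type I interferon-stimulated genes *Ifit2* (0.56) was higher over all genes and none when adjusted over the list alone, and its call ended without F4/80 high replicate 2, 3 or 4 (adjusted p = 0.0199, 0.013 and 0.0121) or F4/80 low replicate 3 or 4 (adjusted p = 0.013 each). The interferon-stimulated list was not called (camera, adjusted p = 0.0539), except with the animals as a block (adjusted p = 0.0198; 0.0198 to 0.612 over its tests). Of 10 genes of NADPH oxidase and nitric oxide synthesis the arginine transporter *Slc7a2* (−1.28) was called lower and none higher, although the list as a whole leaned to F4/80 low MΦ (camera, adjusted p = 0.0539; adjusted p = 0.0233 with the animals as a block, and 0.00155 to 0.259 over its tests). Of 13 chemokines for monocytes and T cells 5 were higher, among them *Ccl8* (2.64) and *Cxcl9* (1.65), and *Ccl24* (−1.63) was lower (camera, adjusted p = 0.0611; adjusted p = 0.0498 with the animals as a block, and 0.00634 to 0.347 over its tests).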

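*Trem1*, the amplifying receptor of myeloid cells, rose by a log2 fold change of 4.97 (standard error 0.35, adjusted p = 1.72e-09 from limma) in F4/80 high MΦ of co-infected over *H*. *polygyrus* infected mice. The interferon-induced chemokines *Cxcl9* and *Cxcl10*, which attract T cells, rose by 3.51 and 3.41 (adjusted p = 8.62e-13 and 1.55e-14 from limma). *Ifit2*, which binds foreign RNA, rose by 3.03 (adjusted p = 2.06e-12 from limma), and *Tap1*, the peptide transporter of MHC class I, by 1.49 (adjusted p = 3.47e-10 from limma). *Vsig4*, a complement receptor of resident MΦ, fell by 3.91 on the log2 scale and *Cxcl13*, a B cell chemokine, by 2.80. In total 1036 genes were called higher and 978 lower, of 30010 tested; with arrays centred on their medians they were 926 and 1150, and with quantile normalisation repeated 1003 and 1072. Of 29 type I interferon-stimulated genes 19 were called higher, of 16 genes of MHC class I presentation 10, of 18 genes of TREM1 signalling 9, and of 15 glycolysis genes 12; none was called lower in these lists, though at an unadjusted p under 0.05 1, 1, 2 and 1 were lower. Of 16 inflammasome genes 6 rose (7 when adjusted over the list alone), among them *Mefv* (2.31) and *Casp4* (0.71); the other counts did not change when adjusted over the list alone. Camera gave adjusted p = 1.33e-21, 2.66e-13, 1.12e-07, 1.06e-13 and 7.58e-05 for these 5 lists in this order, and adjusted p = 0.0209, 0.00464, 0.00212, 0.0209 and 0.0468 with an estimated correlation. Of 32 genes of Toll-like receptor and NF-κB signalling 8 rose, led by *Tnfaip3* (1.45), and 2 fell, among them *Tlr8* (−1.23); camera gave adjusted p = 1.33e-04, and adjusted p = 0.0728 with an estimated correlation. *Nos2* and another of 10 genes of NADPH oxidase and nitric oxide synthesis rose (camera, adjusted p = 0.0026, and adjusted p = 0.0728 with an estimated correlation), as did 6 of 13 chemokines for monocytes and T cells, with 1 falling (camera, adjusted p = 2.06e-04, and adjusted p = 0.0669 with an estimated correlation). The phagocytosis list had 2 of 18 genes higher and 4 lower (camera, adjusted p = 0.131), the latter *Fcgr2b* (−1.03), *Cd36*, *Clec7a* and *Mrc1*. Of 12 genes of handling stress, 4 rose in the same comparison, among them *Jun* (1.32) and *Atf3* (0.78; camera, adjusted p = 0.0138, and adjusted p = 0.434 with an estimated correlation). Markers of T and NK cells were called by camera too (adjusted p = 0.0398, and adjusted p = 0.434 with an estimated correlation), with none of 13 called by limma and 6 higher and 0 lower at an unadjusted p under 0.05.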

Of note, pairwise comparison of F4/80^high^ MΦ from co-infected vs F4/80^high^ MΦ from single *H*. *polygyrus* infected animals revealed anti-microbial pathways as differentially up-regulated (Fig 5E). Once again, this confirmed that F4/80^high^ MΦ during co-infection adopt anti-microbial characteristics. Interestingly, other affected pathways in F4/80^high^ MΦ from co-infected vs. single *H*. *polygyrus* infected animals included several pathways associated with induction of apoptosis (S9 Fig). 

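*Cdkn1a*, a target of p53 that stops the cell cycle, rose by a log2 fold change of 1.46 (adjusted p = 8.31e-10 from limma) in F4/80 high MΦ of co-infected over *H*. *polygyrus* infected mice. *Cycs*, which encodes cytochrome c, rose by 1.35 (adjusted p = 2.5e-06 from limma), and *Bak1*, which permeabilises the outer mitochondrial membrane, by 0.86 (adjusted p = 1.95e-07 from limma). *Aifm1*, *Htra2* and the death ligand *Tnfsf10* rose by 0.63, 0.50 and 0.62, and *Bcl2l11*, which encodes the BH3-only protein BIM, fell by 0.60 on the log2 scale (adjusted p = 2.21e-04 from limma). *Htra2* was not called without *H*. *polygyrus* replicate 1 (0.44), co-infected replicate 2 (0.50) or 3 (0.49) or with arrays centred (0.47), and *Bcl2l11* was not called without *H*. *polygyrus* replicate 3 (−0.50). These are the 6 higher genes and the 1 lower gene among the 27 genes of the pro-apoptotic list. The list counts *Cdkn1a*, although this gene acts on the cell cycle. Adjusted over the list alone the counts were the same. The 27 genes were not called as a list by camera (adjusted p = 0.225, and adjusted p = 0.434 with an estimated correlation). Their median log2 fold change was 0.01 and the mean 0.17, whereas fry gave adjusted p = 1.37e-04 for a shift of the list's own genes. Compared with naïve F4/80 high MΦ, 5 of the 27 genes were higher and none lower (6 higher when adjusted over the list alone), and camera called the list (adjusted p = 2.24e-06; adjusted p = 0.0048 with an estimated correlation). Of 12 anti-apoptotic genes, *Bcl2l1* (0.93) and *Pim1* (0.80) rose over *H*. *polygyrus* infection and *Bcl2a1d* (−0.63) fell, with no call for the list (camera, adjusted p = 0.553). The call of *Bcl2a1d* ended without *H*. *polygyrus* replicate 1, 2 or 4 (adjusted p = 0.0129, 0.0129 and 0.0169 from limma) or co-infected replicate 3 or 4 (adjusted p = 0.0158 and 0.0228).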

Alongside the pronounced Annexin V staining (S6 Fig) these data suggest enhanced cell death as a major contributor to the MΦ disappearance reaction.

Overall the gene expression analysis revealed that F4/80^high^, parasite expanded MΦ altered their activation phenotype to adapt to the bacterial infection. However, the anti-bacterial response was limited in comparison to monocyte-derived cells.

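*Gbp4*, an interferon-induced GTPase, had a log2 signal of 12.07 ± 0.06 in F4/80 high MΦ of co-infected mice and 12.07 ± 0.04 in F4/80 low MΦ of mice given SL3261 alone (SD, n = 4 arrays each). *Cxcl9* had 8.83 ± 0.41 and 11.52 ± 0.17 in the same populations (SD, n = 4 each), and was lower in F4/80 high than in F4/80 low MΦ within co-infected mice (adjusted p = 5.99e-08 from limma). In F4/80 low MΦ of mice given SL3261 alone, 2412 genes were called higher than in naïve F4/80 high MΦ. Of these, 611 (25.3%) were also called higher in F4/80 high MΦ of co-infected than of *H*. *polygyrus* infected mice, next to 83.3 by independent overlap, and 29 were called lower. The pairs of groups behind these comparisons share no array. Median log2 fold changes of the 2412 genes were 0.80 in the first comparison, by which they were chosen, and 0.23 in the second; 2308 genes were larger in the first. Within co-infected mice, 897 of the 2412 were called higher in F4/80 low than in F4/80 high MΦ and 20 lower. The first comparison also holds the difference in origin, which these groups cannot part from the response to bacteria. From the higher expression of resistance genes and anti-microbial pathways in F4/80 high MΦ of co-infected mice, the paper concludes that parasite-expanded MΦ changed their activation and adapted to the bacteria. From the smaller differences in these genes than in F4/80 low MΦ, and from gene expression within the pathways that differed between the co-infected populations, it draws a further conclusion. This is that their anti-bacterial response stayed below that of monocyte-derived cells.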

### *H*. *polygyrus* expanded F4/80^high^ MΦ retain tissue-sentinel / neutrophil recruiting properties

Although F4/80^high^ MΦ showed an overall limited anti-bacterial response, certain genes did not follow this pattern (Fig 5C). Specifically *Il1a* showed divergent, unexpectedly enhanced expression (Fig 5C) in F4/80^high^ MΦ from co-infected animals. This made us question whether these cells adopted functionalities other than anti-bacterial effector mechanisms. In this context Schiwon *et al*. recently highlighted a two-step model of inflammation with tissue resident Ly6C- and newly recruited Ly6C+ MΦ adopting different, non-redundant roles in the recruitment and activation of neutrophils during uropathogenic *E*. *coli* infection [29]. 

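*Lcn2*, which encodes the siderophore-binding lipocalin 2, was lower in F4/80 low than in F4/80 high MΦ of co-infected mice by a log2 fold change of −1.23 (standard error 0.12, adjusted p = 1.32e-07 from limma). *Il6* (−0.69, adjusted p = 0.00974 from limma) and *Lbp* (−1.58, adjusted p = 2.14e-06 from limma) were lower too, so that with *Il1a* 4 of 36 resistance genes were called lower in F4/80 low MΦ, while 11 lay below 0 and 5 of these had an unadjusted p under 0.05. The call of *Il6* ended without any of 7 single arrays, namely F4/80 high replicate 1, 2, 3 or 4 and F4/80 low replicate 2, 3 or 4 (adjusted p up to 0.0486), with the animals as a block (adjusted p = 0.0214) and with arrays centred (adjusted p = 0.0296; 0.008 to 0.0296 over the alternatives). The co-infected F4/80 high arrays of *Il1a* lay between 9.76 and 10.29, and the co-infected F4/80 low arrays between 7.67 and 8.81. Against the mean of both F4/80 high control groups *Il1a* was higher by 1.89 (standard error 0.21, adjusted p = 7.67e-07 from limma), and against the mean of both F4/80 low groups also by 1.89 (adjusted p = 4.05e-07 from limma). *Lcn2* was above these means by 1.69 and 1.46 (adjusted p = 1.38e-10 and 7.82e-10 from limma). Of the 36 resistance genes, *Il1a*, *Il6* and *Lcn2* were called higher than both means and *Ifngr1* lower.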

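*Cxcl1*, a chemokine for neutrophils, had a log2 signal of 7.89 ± 0.45 (SD, n = 4 arrays) in F4/80 high MΦ and 6.55 ± 0.32 (SD, n = 4) in F4/80 low MΦ of co-infected mice, a log2 fold change of −1.33 in F4/80 low MΦ (standard error 0.17, adjusted p = 4.53e-06 from limma). In F4/80 high MΦ *Cxcl1* rose by 1.10 over *H*. *polygyrus* infection (adjusted p = 5.33e-05 from limma). *Cxcl2*, which binds the same receptor, rose there by 2.18 (adjusted p = 3.01e-05 from limma), from 8.04 ± 0.12 to 10.22 ± 0.54 (SD, n = 4 each), and had 8.99 ± 0.79 (SD, n = 4) in F4/80 low MΦ. The difference in *Cxcl2* between the co-infected populations was −1.22 (adjusted p = 0.00622 from limma), with arrays that overlap. It was not called without any of 4 single arrays, namely F4/80 high replicate 3 (adjusted p = 0.032), F4/80 high replicate 4 (adjusted p = 0.0183), F4/80 low replicate 1 (adjusted p = 0.0178) or F4/80 low replicate 2 (adjusted p = 0.0304), nor with arrays centred (adjusted p = 0.0111) or only the compared arrays (adjusted p = 0.0277), and between 0.00111 and 0.0277 over all alternatives that keep every compared array. *Pf4*, which encodes platelet factor 4, was lower in F4/80 low than in F4/80 high MΦ of co-infected mice by −2.54 (standard error 0.09, adjusted p = 3.65e-14 from limma), and it was lower in F4/80 high MΦ of co-infected mice than of *H*. *polygyrus* infected mice by −1.66 (adjusted p = 2.06e-11 from limma). *Alox5*, the lipoxygenase that starts leukotriene synthesis, differed between the co-infected populations by −2.09 (standard error 0.13, adjusted p = 3.34e-10 from limma), and between F4/80 high MΦ of co-infected and *H*. *polygyrus* infected mice by −0.50 (adjusted p = 0.00806 from limma). The latter call ended without *H*. *polygyrus* replicate 2, 3 or 4 (adjusted p = 0.0166, 0.0228 and 0.0286 from limma) or co-infected F4/80 high replicate 1, 2 or 3 (adjusted p = 0.0415, 0.0123 and 0.0131). *Ptgs2*, an inducible prostaglandin synthase, rose by 2.51 over *H*. *polygyrus* infection (adjusted p = 3.29e-07 from limma) and was not called between the co-infected populations (−0.35, adjusted p = 0.307 from limma). *Ptgs1* and *C3* have no named row here. Of 18 genes of Fig 6A, 8 were called higher and 3 lower in F4/80 high MΦ of co-infected than of *H*. *polygyrus* infected mice; the lower ones were *Pf4*, *Alox5* and *Cxcl12* (−1.40). In F4/80 low against F4/80 high MΦ of co-infected mice 4 were lower, namely *Cxcl1*, *Cxcl2*, *Pf4* and *Alox5*, and *Ccl5* (0.74) was higher. The list of 24 neutrophil chemotactic factors, which overlaps with Fig 6A, had 1 gene higher and 5 lower in this comparison, both over all genes and adjusted over the list alone (camera, adjusted p = 0.18, whereas fry, which does not compare a list with other genes, gave adjusted p = 6.82e-05). Against *H*. *polygyrus* infection 9 of its genes rose and 3 fell (camera, adjusted p = 0.0201, and adjusted p = 0.226 with an estimated correlation).

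**Figure D3:**
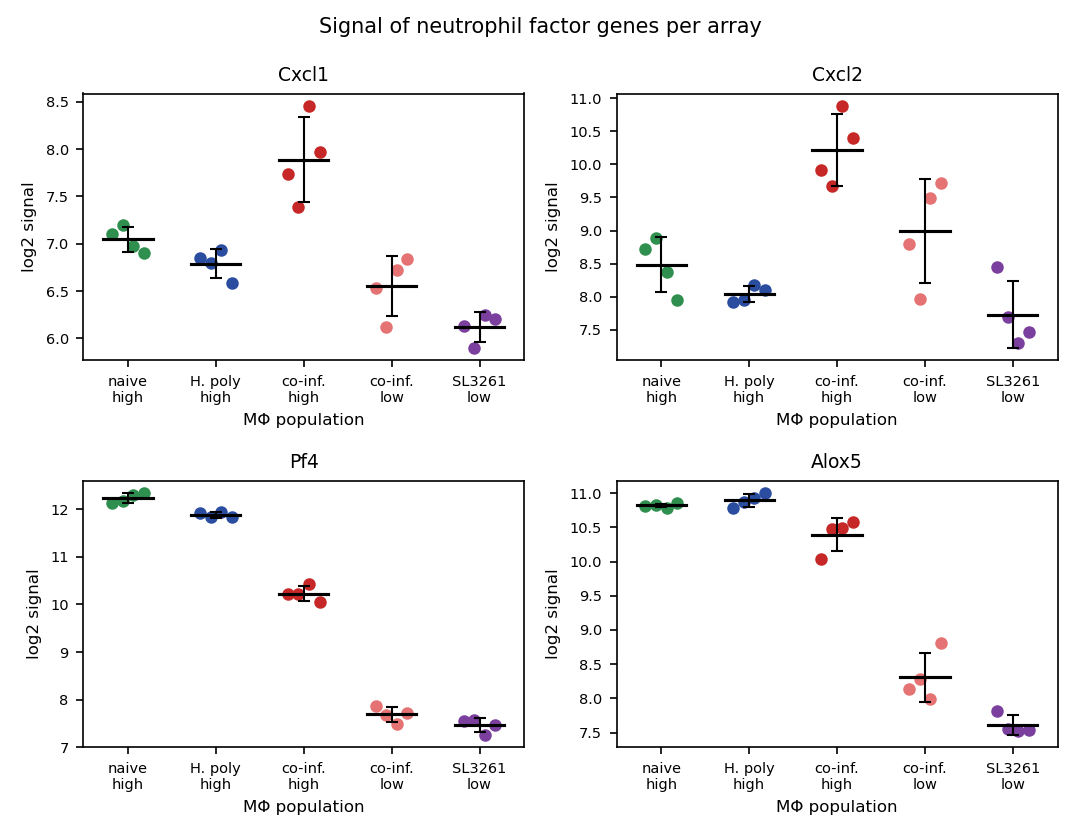
Log2 signal of *Cxcl1*, *Cxcl2*, *Pf4* and *Alox5* on each array, by MΦ population; points are arrays, the horizontal line is the mean and the error bar the SD of 4 arrays. For *Pf4* the co-infected F4/80 high arrays lie between 10.04 and 10.43, below the *H*. *polygyrus* arrays (11.84 to 11.94) and above the co-infected F4/80 low arrays (7.49 to 7.87).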

In line with these findings F4/80^high^ MΦ from co-infected animals in our model expressed enhanced levels of key neutrophil chemotactic factors (e.g. *Cxcl1*, *Cxcl2*, *Pf4*) [30] or enzymes involved in the generation of neutrophil chemotactic factors (e.g. *Alox5*, *Ptgs1*) (Fig 6A & 6B). Thus, F4/80^high^, helminth expanded tissue resident derived MΦ seemed to retain their tissue sentinel capacity and may contribute to resistance to bacterial infection through recruitment of neutrophils and other inflammatory cells. The distinct capacity of F4/80^high^ resident derived MΦ to promote neutrophil recruitment was supported by data from *Ccr2*-/- mice. Recruitment of neutrophils was only marginally reduced in SL3261 infected or co-infected *Ccr2*-/- mice despite failing to recruit F4/80^low^ MΦ (Figs 6C & 4C).

**Fig 6:**
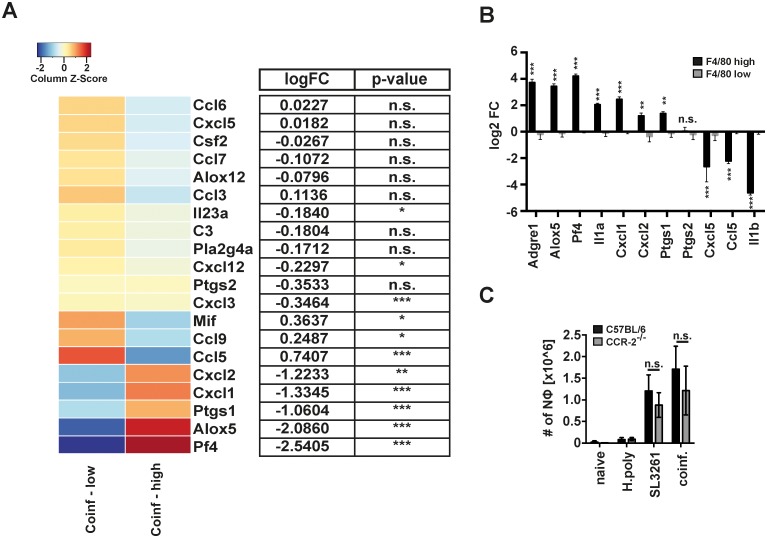
F4/80^high^ MΦ preferentially produce neutrophil recruiting factors. (A) Heatmap of relative expression of neutrophil chemotactic factors and enzymes involved in the generation of neutrophil chemotactic factors in F4/80^high^ and F4/80^low^ MΦ from co-infected animals. (B) qRT-PCR of selected chemotactic factors identified in A. One representative experiment of 2 with 6 animals per group shown (C) Number of peritoneal neutrophils in uninfected (naïve) individually (SL3261 and H.poly) or co-infected (coinf.) WT (black bars) or *Ccr2*-/- (grey bars) mice. One representative experiment of 2 shown. **: p<0.01, ***: p<0.001; n.s.: not significant.

## Discussion

Inflammatory MΦ are commonly recruited through influx and differentiation of blood monocytes [12,31] whereas some helminth infections, and Th2 cytokines, lead to the proliferative expansion of tissue resident MΦ [10]. The functional importance of this divergence in recruitment is not completely clear, yet helminth infections can last years and avoidance of chronic inflammation might be the evolutionary driver of this phenomenon [10,32]. Furthermore MΦ are well known to flexibly adapt their activation phenotype to changes in their environment in vitro [33,34]. Nonetheless, limited data exist on the true plasticity of individual cells in vivo, and on the relative importance of plasticity vs. cellular recruitment.

Here we show that *H*. *polygyrus—*expanded peritoneal MΦ can effectively upregulate anti-bacterial defense mechanisms (i.e. NOS2, MHC-II) in response to bacterial stimulation in vitro and in vivo. Importantly, plasticity was not restricted to newly recruited or previously non-activated cells. However, the magnitude of the response was limited in the resident population and MΦ instead adopted specific characteristics dependent on their tissue origins. Thus, plasticity of MΦ activation as defined by a change in activation phenotype did exist in vivo, albeit with certain restrictions on the degree of repolarization. Limitations on MΦ activation make evolutionary sense to allow fine tuning of the ensuing immune response depending on the persistence and virulence of the invading pathogen [29].

Altered, often reduced responses of MΦ to a later challenge following primary stimulation have been described before [35]. IL-4 and IFNγ have been shown to induce distinct non-overlapping enhancers of gene transcription which are retained even when stimulation ceases [36]. Hence stimulation of MΦ can generate an epigenetic memory, which influences and dictates future responses [37,38]. Indeed, helminth infections are in general assumed to impart a detrimental effect on resistance to bacterial infections in part by altering MΦ activation [19,39–42]. This is also evident in our findings. 

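*Cxcl10*, an interferon-induced chemokine for T cells, was lower in F4/80 low MΦ of co-infected mice than of mice given SL3261 alone by a log2 fold change of −0.98 (standard error 0.11, adjusted p = 9.67e-05 from limma). *Cxcl9*, a chemokine of the same receptor, was lower by −1.05 (standard error 0.15, adjusted p = 0.00111 from limma), and *Ch25h*, which makes 25-hydroxycholesterol, by −2.37 (standard error 0.22, adjusted p = 1.33e-05 from limma). *Tnf* differed by −1.03 and was not called (adjusted p = 0.0115 from limma), except without co-infected F4/80 low replicate 1 (adjusted p = 0.00306 from limma) and with the replicate number as a block (adjusted p = 0.00437; 0.00437 to 0.0327 over the alternatives). *Nos2* differed by −0.82 (adjusted p = 0.28 from limma). Of 36 resistance genes none was called lower and *Lbp* (1.25) and *Stat4* (0.85) were called higher in limma. The call of *Lbp* ended without SL3261 replicate 2 (adjusted p = 0.0102 from limma) and that of *Stat4* without SL3261 replicate 4 (adjusted p = 0.0158) or co-infected F4/80 low replicate 2 or 4 (adjusted p = 0.0119 and 0.0117), and with only the compared arrays neither was called (adjusted p = 0.0344 and 0.0156; 0.00133 to 0.0344 and 0.00188 to 0.0156 over the alternatives). Adjusted over the list alone, 2 were higher and 3 lower, and at an unadjusted p under 0.05 there were 5 higher and 16 lower. Their list was lower by camera (adjusted p = 0.0119) but not with an estimated correlation (adjusted p = 0.309). Limma called none of 16 genes of MHC class I presentation, 32 of Toll-like receptor and NF-κB signalling and 18 of TREM1 signalling, where 6, 13 and 7 were lower at an unadjusted p under 0.05 and 0, 1 and 1 were higher. The Toll-like receptor kinase *Irak2* (−0.44, adjusted p = 0.00614 from limma) and the peptidoglycan sensor *Nod1* (−0.40, adjusted p = 0.00152 from limma) were below the fold that a call needs, though *Irak2* was called without SL3261 replicate 3 (−0.51, adjusted p = 0.00259 from limma). Camera called these 3 lists lower with adjusted p = 1.57e-06, 1.57e-06 and 3.98e-05, and with adjusted p = 0.0438, 0.0438 and 0.0227 with an estimated correlation; their median log2 fold changes were −0.10, −0.14 and −0.18. Adjusted over the list alone, 1 gene of TREM1 signalling was lower. Of 13 chemokines for monocytes and T cells 3 were lower, *Cxcl9*, *Cxcl10* and *Cxcl11* (camera, adjusted p = 1.41e-04, and adjusted p = 0.0797 with an estimated correlation; 1 higher and 4 lower when adjusted over the list alone). The call of *Cxcl11* (−0.56) ended without SL3261 replicate 2 (adjusted p = 0.0126) or 4 (adjusted p = 0.0121) and with only the compared arrays (adjusted p = 0.0278; 0.00149 to 0.0278 over the alternatives). The interferon-induced GTPases held no call in limma, with 5 of 11 lower at an unadjusted p under 0.05 (camera, adjusted p = 1.78e-05, and adjusted p = 0.294 with an estimated correlation), and MHC class II presentation held none even at that p (camera, adjusted p = 0.462).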

F4/80^low^ MΦ from co-infected animals showed reduced induction of anti-bacterial effector genes as compared to F4/80^low^ MΦ from single SL3261 infected animals. However, the limiting effect of previous cytokine exposure was overlaid by the much more profound effect of the immediate origin of the MΦ (tissue resident vs. blood monocyte derived). 

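*Thbs1*, which encodes thrombospondin 1, was higher in F4/80 low MΦ of co-infected mice than of mice given SL3261 alone by a log2 fold change of 2.89 (standard error 0.20, adjusted p = 1.41e-07 from limma). *Trf*, which encodes transferrin, was higher by 1.25 (adjusted p = 1.71e-06 from limma) and *Fn1*, which encodes fibronectin, by 0.84 (adjusted p = 9.67e-05 from limma; not called with only the compared arrays, adjusted p = 0.021, and 7.19e-05 to 0.021 over the alternatives). Between these F4/80 low groups, which differ in the nematode, 92 genes were called in limma, 60 higher and 32 lower in co-infection. The number was 41 without SL3261 replicate 2, 42 without SL3261 replicate 4 and 56 without co-infected F4/80 low replicate 4, and it was 24 with only the arrays compared and 140 with array weights. In F4/80 high MΦ, *H*. *polygyrus* infection against naïve mice gave 254 called genes, 100 higher and 154 lower; with arrays centred on their medians they were 145 and 130. *Anpep*, which encodes aminopeptidase N, rose there by 1.48 (adjusted p = 2.07e-07 from limma), and *Ccna2*, a cyclin, fell by 2.26 on the log2 scale (adjusted p = 8.83e-06 from limma). Between F4/80 low and F4/80 high MΦ of the same co-infected mice 2167 genes were called. Counts differ with the spread of the arrays as well as with the size of a difference. Of 21 genes of resident large peritoneal MΦ, 8 were higher in F4/80 low MΦ of co-infected mice than of mice given SL3261 alone (9 when adjusted over the list alone), among them *Thbs1* and the clotting factor *F5* (2.29). Camera gave this list adjusted p = 5.43e-19, and adjusted p = 0.0227 with an estimated correlation; *F5* was not called when only the compared arrays were fitted (adjusted p = 0.0168; 4.81e-05 to 0.0168 over the alternatives). *Timd4* and *Cxcl13* of the same list lay below the SL3261 level. Genes at least 4-fold higher in F4/80 high MΦ of co-infected mice than in F4/80 low MΦ of mice given SL3261 alone lay above the latter in co-infected F4/80 low MΦ by a median of 6.11% of that difference on the linear scale. By itself this median does not tell F4/80 high cells among the sorted F4/80 low cells from an effect of the nematode.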

F4/80^high^ and F4/80^low^ MΦ in co-infected animals responded in unique ways to bacterial infection indicating differing functional roles. Notably, tissue resident colon MΦ, although originally blood monocyte derived, have been shown to maintain a similar restricted and preferentially anti-inflammatory phenotype in the face of inflammation [43] as do the peritoneal MΦ discussed here. Furthermore exposure of MΦ to tissue environmental factors has been described to affect and shape MΦ responses to infection [16]. Therefore, independent of embryonic or bone marrow derived origins, tissue MΦ responses seem largely determined by previous exposure to tissue factors and adoption of a resident phenotype. Thus, plasticity of MΦ activation as defined by the adoption of a full anti-bacterial phenotype by helminth expanded MΦ did not happen in vivo. Rather tissue resident derived MΦ, whether expanded by helminth infection or not, responded in a unique, non-redundant fashion to the bacterial infection likely necessary for an optimal induction of the immune response.

Whether these unique properties of tissue resident MΦ are of functional relevance to the expansion of these cells in some helminth infections [10] but not others [9] remains unclear. Previous studies suggest that early innate recognition of bacteria has the potential to overcome the normally detrimental impact of helminth infection on resistance to bacterial infection [44,45]. Furthermore helminth expanded resident MΦ have been shown to exert a protective effect in models of sepsis [46,47]. Thus, expansion of these cells might serve the dual purpose of rapid initiation of anti-bacterial effector mechanisms while avoiding excessive, potentially self-harming immune activation dependent on the virulence and persistence of the invading pathogen.

In this context it is interesting to note that in our co-infection experiments the disappearance reaction of tissue resident MΦ seemed linked to the recruitment of monocytes and monocyte derived MΦ. Although the exact mechanism remains unclear, recruited MΦ appear to displace the resident population in a time and dose dependent manner likely through the induction of apoptosis. In the light of their activation plasticity and non-redundant role in triggering an anti-bacterial immune response their displacement raises the question of why tissue resident MΦ are removed in a persisting bacterial infection? In line with the muted pro-inflammatory response found here the MΦ disappearance reaction might reflect differences of tissue resident and recruited MΦ in the capacity to deal with intracellular pathogens [48,49] or their interaction with the adaptive immune system [50]. Thus, although relevant in early phases of the immune response, persistence of tissue resident MΦ may render the host more susceptible to the infection or dampen the ensuing T cell response.

Taken together our data indicate that plastic adaptation of MΦ responses to consecutive co-infections does occur in vivo but is outweighed by cellular recruitment due to functional restrictions imposed by the tissue origin of the MΦ.

## Materials and methods

### Ethics statement

All animal experiments were performed in accordance with the UK Animals (Scientific Procedures) Act of 1986 under a Project License (60/4104) granted by the UK Home Office and approved by the University of Edinburgh Ethical Review Committee. Euthanasia was performed by giving an overdose of anaesthetic (Ketamine/Medetomidine; 1/1; v/v).

### Mice and infection

C57BL/6 mice were bred and maintained in specific pathogen–free facilities at the University of Edinburgh. Experimental mice were age and sex matched.

*Heligmosomoides polygyrus bakeri* life cycle was maintained in house and infective third-stage larvae (L3) were obtained as described elsewhere [51]. Mice were infected with 200 *H*. *polygyrus* L3 by oral gavage. Fecal egg burden was determined on day 13 of the infection using a McMaster counting chamber (Hawksley).

The attenuated, aroA deficient *Salmonella enterica* serovar Typhimurium strain SL3261 [52] was cultured as stationary overnight culture from frozen stock in Luria-Bertani broth. Unless indicated otherwise animals were injected i.p. with ~3-5x10^4 CFU diluted in PBS. Infectious doses and splenic bacterial burdens were enumerated by plating inocula or tissue homogenates in 10-fold serial dilutions in PBS on LB-Agar plates.

IL-4–anti–IL-4 mAb complex (IL-4c) was prepared as described previously [53], and mice were injected i.p. with 5 μg of recombinant IL-4 (13.5 kD; PeproTech) complexed to 25 μg 11B11 (Bio X Cell) or 100 μL PBS vehicle control on days 0 and 2, and peritoneal exudate cells were harvested on day 4.

For in vitro experiments mice were injected with 400 μL 4% Brewer modified thioglycollate medium (BD Biosciences) three days prior to necropsy.

### Cell-isolation

Mice were sacrificed by exsanguination via the brachial artery under terminal anesthesia. After sacrifice, peritoneal cavity exudate cells (PEC) were obtained by washing the cavity with 9 mL lavage media comprised of RPMI 1640 containing 1% normal mouse serum (AbD serotec), 100 U/mL penicillin and 100 μg/mL streptomycin. Erythrocytes were removed by incubating with red blood cell lysis buffer (Sigma Aldrich). Cellular content was assessed by cell counting using a Cellometer Auto T4 Cell Counter (Nexcelom Bioscience) in combination with multicolor flow cytometry.

### Flow cytometry

Equal numbers of cells or 20 μL of blood was stained for each sample. Blood samples were mixed and washed with Hank’s buffered saline solution containing 2 mM EDTA (Life Technologies). Cells were stained with LIVE/DEAD cell viability assay (Life Technologies). All samples were then blocked with 5 μg/mL anti- CD16/32 (2.4G2; produced in-house) and heat-inactivated normal mouse serum (1:10) in FACS buffer (0.5% BSA and 2 mM EDTA in Dulbecco’s PBS) before surface staining on ice with antibodies to F4/80 (BM8), Siglec-F (E50-2440), Ly-6C (HK1.4), Ly-6G (1A8), Gr-1 (RB6-8C5), B220 (RA3-6B2), TCRβ (H57-597), CD11b (M1/70), CD11c (N418), I-A/I-E (M5/114.15.2), CD19 (eBio1D3 or 6D5), CD4 (GK1.5), CD8α (53–6.7), CD115 (AFS98), CD45.1 (A20), or CD45.2 (104; eBioscience or BD). Erythrocytes in blood samples were lysed using FACS Lyse solution (BD Biosciences). All antibodies were purchased from Biolegend UK unless stated otherwise.

Detection of intracellular Relm-α and NOS2 was performed directly *ex vivo*. Cells were stained for surface markers then fixed with 2% paraformaldehyde (Sigma Aldrich) and permeabilized using Permeabilization Buffer (eBioscience). Cells were then stained with purified polyclonal rabbit anti-Relm-α (PeproTech) or directly labeled Abs to NOS2 (CXNFT; eBioscience), followed by Zenon anti–rabbit reagent (Life Technologies). Expression of Relm-α and NOS2 was determined relative to appropriate polyclonal or monoclonal isotype control.

Samples were acquired on a BD LSR II or BD FACSCanto II using BD FACSDiva software (BD Bioscience) and post-acquisition analysis performed using FlowJo v9 software (Tree Star Inc.).

### Partially protected bone marrow chimeras

Bone marrow chimeric mice were constructed by exposing anaesthetized C57BL/6 Cd45.1 mice to a single dose of 11.5 cGy γ radiation while shielding the abdomen, thorax, head and fore limbs with a 2-inch lead screen followed by i.v. injection of 5 x 10^6 donor bone marrow cells from congeneic Cd45.2 mice. Chimeric mice were left for 8 weeks before further experimental manipulation.

### Cell-culture experiments

For in vitro conversion experiments *H*. *polygyrus*-, SL3261- or thioglycollate-elicited PEC were counted as described above and seeded to 96-well plates at 2x10^5 cells per well in RPMI 1640 containing 5% foetal bovine serum, 2 mM L-glutamine, 100 U/mL penicillin and 100 μg/mL streptomycin and stimulated with murine recombinant IL-4 (rIL-4, 20ng/mL, Peprotech), lipopolysaccharide (LPS, 100ng/mL; *Escherichia coli* 0111:B4; Sigma-Aldrich) or medium alone for 24h and analysed for MΦ activation markers by flow cytometry.

### RNA-isolation and microarray analysis

MΦ were purified using FACS-sorting on a FACSAria cell sorter (BD Biosciences) according to their expression of surface molecules (F4/80+, SiglecF-, CD11b+, CD11c-, B220-, CD3-; all antibodies purchased from BioLegend or eBioscience) reaching purities of above 96%. Isolated MΦ were frozen at -70C and total RNA isolated using RNeasy mini columns (Qiagen). Sample preparation, quality control, running the microarray and initial bioinformatics analysis were carried out by the Bioinformatics and Genomic Technologies Core Facilities at the University of Manchester. In brief 10 ng of total RNA were converted to cDNA using the GeneChip WT Pico Kit (Affymetrix) and hybridized to Affymetrix GeneChip Mouse Gene 1.0 ST Array according to the manufacturer’s instructions. Mouse Transcriptome Assay 1.0 data were processed and analysed using Partek Genomics Solution (version 6.6, Copyright 2009, Partek Inc., St. Charles, MO, USA) with the following options: probesets were quantile normalised and RMA background correction applied. Probesets were summarised to genes by calculating the means (log 2). Validation and gene enrichment strategies consisted of the following steps. Step 1, to establish relationships and compare variability between replicate arrays and experimental conditions, principal components analysis (PCA) was used. PCA was chosen for its ability to reduce the effective dimensionality of complex gene-expression space without significant loss of information [54]. Step 2, Differential expression analysis was performed on annotated genes with Limma using the functions lmFit and eBayes [55]. Gene lists of differentially expressed genes were controlled for false discovery rate (fdr) errors using the Benjamini–Hochberg procedure [56]. Step 3, functional annotation of gene lists containing significantly differentially expressed genes was done with QIAGEN’s Ingenuity Pathway Analysis (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity). Microarray data have been deposited to NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE85805.

### Statistical analysis

Statistical analysis was performed using Prism 6 for Mac OS X (v6.0f, GraphPad Software). Differences between groups were determined by t-test or ANOVA followed by Tukey’s or Dunn’s multiple comparison-test. In some cases data was log-transformed to achieve normal distribution as determined by optical examination of residuals. Where this was not possible a Mann-Whitney or Kruskal-Wallis test was used. Comparison of activation markers of F4/80^high / low^ or Relm-α positive / negative MΦ within one experimental animal were considered as paired observations. Differences were assumed statistically significant for *P* values of less than 0.05.

## Supporting information

S1 Fig (A & B) Repeat experiments of Fig 1A. 5 mice per group. (C) Transfer of M(IL-4) (from IL-4 complex injected donors) into SL3261 infected animals and analysed 24 h later by flow cytometry. 1 experiment of 1. 5 animals per group.
(TIF)

S2 Fig Gating strategy to identify peritoneal immune cells in consecutive co-infection experiments. Lineage: CD19^+^, TCRβ^+^, Ly6G^+^, SiglecF^+^.
(TIF)

S3 Fig (A) Schematic depiction of the consecutive co-infection model utilised in this study. (B) Number of peritoneal MΦ in *H*.*polygyrus* infected mice nine and 14 days after infection.
(TIF)

S4 Fig Previous *H*. *polygyrus* co-infection does not alter resistance to high dose SL3261 infection. 1 experiment of 1. 5 animals per group.
(TIF)

S5 Fig Schematic depiction of partially protected chimera generation and infection.

S6 Fig Percent Annexin V + of F4/80^high^ (black bars) or F4/80^low^ MΦ (grey bars) in single or coinfected C57BL/6 animals. Bars represent mean and SEM of 5 mice per group. One representative experiment of 2 shown.
(TIF)

S7 Fig Hierarchical clustering of global gene expression in MΦ from single or co-infected C57BL/6 mice.

S8 Fig Venn diagram depicting the number of overlapping differentially expressed genes in F4/80^low^ and F4/80^high^ MΦ from naïve (A) and co-infected mice (B).

S9 Fig Selected pathways enriched with differentially expressed genes in F4/80^high^ MΦ from co-infected animals as compared to F4/80^high^ MΦ from single *H*. *polygyrus* infected animals.

S1 Table List of differentially expressed genes between F4/80^high^ and F4/80^low^ MΦ unique to naive or co-infected animals or differentially expressed under both conditions.

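The table holds 3 sheets of Entrez identifiers with their genes: 1377 entries that differ between F4/80 low and F4/80 high MΦ of naïve mice alone, 1036 that differ in naïve and in co-infected mice, and 1303 that differ in co-infected mice alone. The last 2 sheets together have 2339 entries, next to the 2167 genes called here between F4/80 low and F4/80 high MΦ of co-infected mice. *Ccr2*, higher in F4/80 low MΦ, and *Timd4*, lower, are among the genes called here. In the matched part of the shared sheet 537 entries held a gene called higher and 406 a gene called lower in F4/80 low MΦ of co-infected mice, and in that of the sheet unique to co-infection 584 and 367.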

How the deposited data were processed for this re-analysis (not part of the article)

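RNA of F4/80 high and F4/80 low peritoneal MΦ was measured on 20 arrays, 4 for each of naïve F4/80 high, *H*. *polygyrus* F4/80 high, co-infected F4/80 high, co-infected F4/80 low and SL3261 F4/80 low MΦ. Sample labels gave each array its group and replicate number. The authors made the deposited log2 values in Partek 6.6 by RMA background correction, quantile normalisation across arrays and the mean of the log2 probe sets of each transcript; the values were used as deposited, with no further scaling in the results at the paper's sentences. Log2 values cannot show how many molecules were read, so depth is given as array medians, and the precision of a group mean is that of 4 arrays.

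Rows were joined to genes through the platform table supplied with the series. Of its rows, 30464 name 1 gene, 2144 name several and 32920 have no gene name in the sources used here. Rows with a single name gave 30010 genes, and for 347 genes with more than 1 row the row with the highest mean over all arrays was kept. *Ptgs1*, *Ncf2*, *H2-L*, *H2-Ea-ps* and *C3* are named in the paper's figures and have no named row here; their values are left out. The genome build behind the rows is not given in the sources used here, and no coordinates are printed.

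All 5 groups were fitted together in limma 3.58.1 (lmFit, contrasts.fit and eBayes) in R 4.3.3, with figures drawn in Python 3.11.15 and matplotlib 3.10.9. Adjusted p-values are Benjamini-Hochberg values over all genes of a comparison, and a gene is called at an adjusted p under 0.01 and a log2 fold change over 0.5 in size, as in the paper's own lists. Standard errors are those of the moderated fit. For single comparisons of *Nos2* and *Slc11a1*, a two-sided exact permutation test over the 8 arrays was added, whose smallest possible p is 0.0286. It did not keep co-infected arrays in pairs, so between the co-infected populations its p is that of unpaired arrays. Genes of co-infected F4/80 high MΦ outside both other sets are those called in the same direction against the mean of both F4/80 high control groups and against the mean of both F4/80 low groups. Whether the effect of *H*. *polygyrus* differs between the populations was tested in the same fit as the difference between co-infected F4/80 low minus SL3261 F4/80 low and *H*. *polygyrus* F4/80 high minus naïve F4/80 high MΦ.

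Gene lists were tested with limma's camera at its preset inter-gene correlation of 0.01, adjusted over the 30 lists of a comparison; the threshold of 0.05 for a list was not part of the planned design. As alternatives the correlation was estimated from the data, and fry, which asks for a shift of the list's own genes, was run. The lists were Salmonella resistance, MHC class II presentation, MHC class I presentation, interferon-induced GTPases, type I interferon-stimulated genes, NADPH oxidase and nitric oxide, Toll-like receptor and NF-κB signalling, TREM1 signalling, inflammasome and pyroptosis, glycolysis, pro-apoptotic genes, anti-apoptotic genes, phagocytosis and Fcγ receptors, complement and efferocytosis, neutrophil chemotactic factors, monocyte and T cell chemokines, alternative activation, resident large peritoneal MΦ, monocyte-derived MΦ, cell cycle and cholesterol synthesis. Further lists held markers of neutrophils, eosinophils, B cells, T and NK cells, dendritic cells, mast cells, erythroid cells, mesothelium and fibroblasts, and handling stress. The resistance and neutrophil factor lists were written in knowledge of Fig 5C and Fig 6A, whose gene names were read from the pictures and serve for tallies only.

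The gene lists, the rule for named genes, the tests and the alternatives were fixed before the data were examined, apart from the test of the difference between populations, the tests of mixed cell populations and the threshold for a list. Named genes are the 12 with the highest and the 12 with the lowest log2 fold change among called genes whose arrays do not overlap, leaving out unnamed predicted genes, in 4 comparisons: co-infected F4/80 low with co-infected F4/80 high, co-infected F4/80 high with *H*. *polygyrus* F4/80 high, co-infected F4/80 low with SL3261 F4/80 low, and *H*. *polygyrus* F4/80 high with naïve F4/80 high MΦ. They also include every gene named in the paper's text, Fig 5C, Fig 6A or Fig 6B, whose values there had been seen, and up to 4 members of each list with the largest change in the comparison discussed. Other members of a list that are named to spell out a count or as examples, genes taken from the comparisons with group means, and genes from the test of the difference between populations were chosen after their values were seen.

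Principal components were taken on all rows, centred and not scaled, and arrays were clustered by 1 minus the Pearson correlation with average linkage into 5 clusters. In co-infected mice both populations came from the same animals according to the paper; that a shared replicate number marks the same animal is not stated, so the deviations of the arrays from their group means were compared. Over 30371 rows, same-numbered co-infected arrays correlated with r = 0.253, 0.421, 0.252 and 0.396 for replicates 1 to 4, against 0.0661 for the highest pair of different numbers, and each array correlated best with its own number; all 4 lie above the limit of 0.1, so the numbers were taken to pair the co-infected arrays. No other pair of groups met this limit. The fit with the animal as a block used the 8 co-infected arrays; for other comparisons the replicate number was a block over all arrays.

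Alternatives planned besides the block were the mean of all rows of a gene, all rows without collapse, only genes above the median of all rows on at least 4 arrays (19393 genes), centring each array on its median, repeating the quantile normalisation, a trended and robust variance, array weights, only the arrays compared, other thresholds, and leaving out each array in turn. Principal components were also taken on scaled rows, on named rows and on the 2000 most variable rows, and the clustering was repeated with complete linkage. Each count was compared with the counts for other splits of the same arrays. These were all 35 splits for a pair of groups, and 100 groupings, the real one and random others, for results over more groups. Calling was tested on simulated data for the comparison of co-infected F4/80 low with co-infected F4/80 high MΦ, with 200 genes changed in each of 5 runs, 50 at each size. The changed genes were the same in all runs and were drawn from genes above the median signal. Normal noise was drawn independently for each gene and array. The shares found therefore do not cover dim genes or correlated arrays, such as the paired co-infected ones. On average 80.8% of the genes changed by 0.6, 94.4% of those changed by 0.8, 99.6% of those changed by 1 and 100% of those changed by 2 on the log2 scale were found, with at most 1 false call in a run. Immunological Genome Project data and Ingenuity Pathway Analysis were not used here.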

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

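The test of whether the effect of *H*. *polygyrus* differs between the populations was added to the planned ones after other results had been seen, and the genes named from it were chosen after their values were seen.

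*Anpep*, which encodes aminopeptidase N, rose with *H*. *polygyrus* in F4/80 high MΦ (log2 fold change 1.48, against naïve mice) and fell by 0.64 on the log2 scale with *H*. *polygyrus* in F4/80 low MΦ (co-infected against SL3261 alone). The difference between these effects was −2.12 (standard error 0.15, adjusted p = 3.24e-07 from limma). For *Thbs1* it was 3.13 (adjusted p = 8.04e-06 from limma), with 2.89 in F4/80 low and −0.24 in F4/80 high MΦ, for the clotting factor *F13a1* 2.65 (adjusted p = 4.72e-05 from limma), and for *Ch25h* −2.53 (adjusted p = 4.45e-04 from limma). In total the effect of *H*. *polygyrus* differed between F4/80 low and F4/80 high MΦ for 169 genes, 86 higher and 83 lower in F4/80 low MΦ, where the paper reports no test of this difference; bacteria were present in the F4/80 low comparison and not in the F4/80 high comparison, so the populations also differ in infection. Among 100 groupings of the 16 arrays, the real one included, the real groups gave 169 genes and the highest of the others gave 0. The regroupings mix F4/80 low with F4/80 high arrays, so the difference between these populations enters the spread. They show that the groups differ, and cannot decide whether the number of genes with unlike effects of *H*. *polygyrus* exceeds chance. A biological explanation was not tested.

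*Mki67* had a log2 signal of 7.15 ± 0.13 in F4/80 high MΦ of *H*. *polygyrus* infected mice and 9.58 ± 0.55 in naïve F4/80 high MΦ (SD, n = 4 arrays each), a log2 fold change of −2.43 (standard error 0.25, adjusted p = 1.29e-05 from limma). Of 24 cell cycle genes, 18 fell in this comparison and none rose, 21 when adjusted over the list alone, among them *Ccna2*, *Kif11* (−2.08) and *Top2a* (−1.82), which are outside the genes the paper discusses on these arrays. Camera called the list (adjusted p = 1.99e-37), but not with an estimated correlation (adjusted p = 0.101). Between the F4/80 low groups *Mki67* differed by 0.01, and the difference between the effects in F4/80 low and F4/80 high MΦ was 2.44 (adjusted p = 0.00138 from limma). No technical or biological explanation was tested for this pattern.

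Of 50 groups of 4 arrays tested, 3 held an array far from the other 3, and chance alone picks about 1 in 20 groups. On the first principal component naïve F4/80 high replicate 2 scored 39.69, with the other naïve arrays between 52.67 and 55.02. *Il1b* was 10.11 in co-infected F4/80 low replicate 3, with 9.61 to 9.69 on the others. *Alox5* was 7.82 in SL3261 F4/80 low replicate 1, with 7.52 to 7.55 on the others.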

How the results depend on the processing

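No alternative reported here was chosen after the results were seen. Of 11141 values of named genes and members under the alternatives, single arrays left out included, 250 lost their call, 80 gained one and 0 reversed a call; the other 10811 kept their side of the threshold and their direction, except that 171 uncalled values changed sign, the largest of size 0.29. Of 840 values of gene lists, 744 kept their side of the threshold, 16 of them uncalled with the other direction, 73 lost and 21 gained their call, and 2 reversed: against naïve F4/80 high MΦ, camera leaned to higher neutrophil chemotactic factors without a call in co-infected F4/80 low (adjusted p = 0.139) and SL3261 F4/80 low MΦ (adjusted p = 0.567), and fry called them lower (adjusted p = 0.0217 and 4.01e-04); the cause was not tested. Camera called 120 lists over the 7 comparisons, 107 with dim genes left out and 70 with an estimated correlation, and fry called 126.

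Counts of called genes follow in the order co-infected F4/80 low with co-infected F4/80 high, co-infected F4/80 high with *H*. *polygyrus* F4/80 high, co-infected F4/80 high with naïve, co-infected F4/80 low with SL3261 F4/80 low, *H*. *polygyrus* F4/80 high with naïve, SL3261 F4/80 low with naïve, co-infected F4/80 low with naïve, genes outside both other sets, and the shared bacterial response. Under the planned thresholds they were 2167, 2014, 1358, 92, 254, 4019, 3207, 358 and 611. At an adjusted p under 0.05 with no minimum fold they were 9830, 6964, 4930, 284, 1247, 13254, 11786, 2434 and 1784, and at an adjusted p under 0.01 with a log2 fold change over 1 they were 548, 544, 417, 35, 78, 1295, 1018, 58 and 202, where the thresholds themselves set the counts. With all rows tested without collapse to genes, so that more rows were tested, they were 3677, 3309 and 2337 for the first 3 comparisons, 7071 for SL3261 F4/80 low and 5679 for co-infected F4/80 low against naïve, 598 outside both sets and 933 shared. Between the F4/80 low groups, array weights gave 140 calls and a fit of only the arrays compared, which has fewer arrays to estimate the spread, gave 24; the cause of the rise with array weights was not tested. The other planned settings moved no count of called genes by more than 1.5 times. The first principal component held 28.49% of the variance with rows scaled, 61.54% on named rows and 77.25% on the 2000 most variable rows; these settings change which rows weigh most.

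Leaving out each array in turn gave 1976 to 2335, 1830 to 2126, 1246 to 1631, 41 to 117, 171 to 276, 3899 to 4385, 3102 to 3535, 315 to 420 and 561 to 641 in the same order. Values past 1.5 times were those between the F4/80 low groups without SL3261 replicate 2 (41), SL3261 replicate 4 (42) and co-infected replicate 4 (56). Called results of genes named in the paper, 132 over all comparisons, ranged from 129 to 134.

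With the replicates as a block, the counts were 2188, 2019, 1358, 80, 258, 4024 and 3216 for the 7 comparisons, with 2141, 2003, 1344, 74, 242, 4008 and 3201 of the genes shared with the fit without it; 357 genes lay outside both sets, 616 were shared, 133 results of genes named in the paper were called, 1937 called genes matched the S1 Table (1925 without the block) and 127 lists were called. In the comparison of the paired co-infected populations, the block called *Top2a* (−1.02, adjusted p = 0.00172, against 0.0134 without it and 0.00172 to 0.0444 over the alternatives), *Ighm* (1.46), *Fos* (0.63) and *Hspa1a* (0.59) as well. It also called the handling stress list (camera, adjusted p = 0.00153, against 0.0611). Some other changes in that comparison stand beside their results. Over the alternatives, adjusted p from limma fell there to 0.000997 for *Ier2* (0.0225 in the main fit), 0.00114 for *Mx1* (0.0445) and 0.00181 for *Bcl2a1d* (0.0336). Elsewhere, where the arrays share only a number, the block called *Tnf* between the F4/80 low groups (−1.03, adjusted p = 0.00437; 0.00437 to 0.0327 over the alternatives) and changed the calls of 7 further genes and 3 lists.

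Centring the arrays moved the median of all genes by 0.14 for SL3261 F4/80 low and by 0.12 for co-infected F4/80 low against naïve F4/80 high MΦ. The share of called genes that were higher rose from 60.0% to 77.7% (3578 higher and 1026 lower, instead of 2412 and 1607) in the former and from 60.6% to 76.8% (2792 and 846, instead of 1944 and 1263) in the latter. Changes of up to that size in single genes between F4/80 low and F4/80 high MΦ thus depend on the scaling. The arrays come with no background level here, so which dim genes lie above it was not tested; the lowest value is 1.89.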

Differences from the paper's values

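None of the values that the paper or its S1 Table states differed from the values here by the limits set for them, and the log2 fold changes printed in Fig 6A match those here within rounding for all 18 genes with a named row. No test in this part was chosen after its result was seen.

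For *Slc11a1* the paper describes a significant rise in F4/80 low MΦ with bacteria, without a threshold for this statement. At the thresholds it gives for its pathway gene lists, *Slc11a1* was not called against naïve F4/80 high MΦ after SL3261 alone (log2 fold change 0.31, adjusted p = 0.00154 from limma) or in co-infection (0.15, adjusted p = 0.107 from limma). After SL3261 alone only the fold fell short of these, so that comparison does not go against a significant rise. At an adjusted p under 0.05 with no minimum fold, a setting planned before the data were examined, *Slc11a1* passes after SL3261 alone and not in co-infection. Its lack of a call in co-infected F4/80 high MΦ (−0.11 against *H*. *polygyrus* infection) goes with the paper. The paper describes *Pf4* and *Alox5* as enhanced in F4/80 high MΦ of co-infected mice: against co-infected F4/80 low MΦ both were higher there, as *Cxcl1* and *Cxcl2* were, while against F4/80 high MΦ of *H*. *polygyrus* infected mice *Pf4* (−1.66) and *Alox5* (−0.50) were lower, the call of *Alox5* ending without any of 6 single arrays, namely *H*. *polygyrus* replicate 2, 3 or 4 and co-infected F4/80 high replicate 1, 2 or 3 (adjusted p up to 0.0415). The paper describes arrays that cluster by condition; in 5 clusters here, the arrays of both F4/80 low groups shared 1 cluster and naïve replicate 2 formed another, while 17 of 20 arrays had their nearest array in their own group. For F4/80 low MΦ the paper describes a lower induction of anti-bacterial effector genes in co-infection than after SL3261 alone; of 36 genes of Fig 5C 19 lay below 0 and 17 above, none was called lower by limma, and *Lbp* was called higher (not without SL3261 replicate 2, adjusted p = 0.0102, or with only the compared arrays, adjusted p = 0.0344; 0.00133 to 0.0344 over the alternatives). Other values go with the paper's direction: *Cxcl9* and *Cxcl10* were lower, the overlapping list of 36 resistance genes had 16 lower and 5 higher at an unadjusted p under 0.05 (camera, adjusted p = 0.0119, and adjusted p = 0.309 with an estimated correlation), and the MHC class I, Toll-like receptor and TREM1 lists were called lower by camera, with an estimated correlation too (adjusted p = 0.0438, 0.0438 and 0.0227). *Tnf* of that figure is called lower there with the replicate number as a block (adjusted p = 0.00437; 0.00437 to 0.0327 over the alternatives) or without co-infected F4/80 low replicate 1 (adjusted p = 0.00306), and *Il12rb1* without SL3261 replicate 1 (−0.64, adjusted p = 0.00797) and *Il12rb2* with only the compared arrays (−0.62, adjusted p = 0.00745; 0.00745 to 0.132 over the alternatives). The paper lists pathways of apoptosis among those that differ between F4/80 high MΦ of co-infected and *H*. *polygyrus* infected mice. The pro-apoptotic list was not called there by camera (adjusted p = 0.225). It was called by fry (adjusted p = 1.37e-04, and 1.37e-04 to 0.434 over its tests). *Cycs* and *Bak1* were among its 6 higher genes, which also count *Cdkn1a*, a gene that stops the cell cycle. The paper's pathways hold other genes than this list.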

Other observations

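The 6 tests of mixed cell populations in this part were chosen only after the results were seen; comparisons with other splits of the arrays and the gene lists were planned.

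*Sqle*, an enzyme of cholesterol synthesis, was higher in F4/80 low than in F4/80 high MΦ of co-infected mice by a log2 fold change of 1.97 (adjusted p = 4.43e-10 from limma), as were *Hmgcs1* (1.67) and the regulator *Srebf2* (1.55). Of 14 cholesterol synthesis genes 9 were higher and none lower (the same when adjusted over the list alone; camera, adjusted p = 5.21e-14, and adjusted p = 0.0461 with an estimated correlation). Against naïve F4/80 high MΦ, 11 of them were higher in SL3261 F4/80 low and 10 in co-infected F4/80 low MΦ, and in F4/80 high MΦ co-infection raised 2 over *H*. *polygyrus* infection (camera, adjusted p = 0.611). Of 15 glycolysis genes, the glucose transporter *Slc2a1* (0.95), *Pfkp* (1.17), *Pfkfb3* (1.08) and *Hk3* were called higher in F4/80 low than in F4/80 high MΦ of co-infected mice and none lower (camera, adjusted p = 4.85e-04, and adjusted p = 0.24 with an estimated correlation). Of 27 pro-apoptotic genes 5 were higher and 1 lower in the same comparison, with *Bcl2l11* (1.21) on 1 side and *Tnfsf10* (−0.66) on the other (camera, adjusted p = 6.57e-06, and adjusted p = 0.0146 with an estimated correlation). The 15 genes of complement and efferocytosis went both ways, with *C3ar1* (0.96) among 4 higher and *Timd4* and *C4b* (−1.19) among 5 lower (camera, adjusted p = 0.494); over *H*. *polygyrus* infection *Cfb* (0.91) rose in F4/80 high MΦ and *Cd93* (−1.92), *Mfge8* (−1.22) and *C3ar1* (−0.82) fell (camera, adjusted p = 1.07e-04, and adjusted p = 0.0545 with an estimated correlation). Over *H*. *polygyrus* infection, 6 of 21 genes of resident large peritoneal MΦ fell in F4/80 high MΦ of co-infected mice and 1 rose (camera, adjusted p = 7.58e-05, and adjusted p = 0.206 with an estimated correlation). Adjusted over the list alone, the counts of these lists did not change.

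*Arg1*, which encodes arginase 1, had a log2 signal of 12.30 ± 0.10 in F4/80 high MΦ of *H*. *polygyrus* infected mice and 10.78 ± 0.60 in naïve F4/80 high MΦ (SD, n = 4 arrays each), a log2 fold change of 1.52 (standard error 0.20, adjusted p = 1.40e-04 from limma). With *Tfec* (0.90) it makes the 2 of 21 alternative activation genes that rose with *H*. *polygyrus*, 3 when adjusted over the list alone (camera, adjusted p = 5.91e-04, and adjusted p = 0.185 with an estimated correlation); the call of *Tfec* ended without naïve replicate 1, 3 or 4 (adjusted p = 0.0169, 0.0124 and 0.017) or *H*. *polygyrus* replicate 2, 3 or 4 (adjusted p = 0.0138, 0.019 and 0.0189), and with only the compared arrays (adjusted p = 0.0399; 0.0039 to 0.0399 over the alternatives). Over *H*. *polygyrus* infection, co-infected F4/80 high MΦ had lower *Retnla* (−2.56), *Ccl24* (−2.64), *Mrc1* (−1.22) and *Irf4* (−1.11) and higher *Tgm2* (2.16) and *Cish*, with *Arg1* not called (0.20, adjusted p = 0.546 from limma) and no call for the list (camera, adjusted p = 0.611); *Cish* (0.51) was not called without *H*. *polygyrus* replicate 1 or 2 (0.44 and 0.48) or co-infected F4/80 high replicate 4 (0.46) or with arrays centred (0.47). Of the same 21 genes 8 were higher and 2 lower in F4/80 low than in F4/80 high MΦ of co-infected mice, led by *Mrc1* (3.35) and *Retnla* (2.98) (camera, adjusted p = 0.00303, and adjusted p = 0.216 with an estimated correlation). *Fn1*, *Irf4* (0.99) and *Pdcd1lg2* (1.01), a ligand of PD-1, were higher in co-infected than in SL3261 F4/80 low MΦ, 6 genes when adjusted over the list alone (camera, adjusted p = 9.18e-10, and adjusted p = 0.0227 with an estimated correlation). The calls of *Irf4* and *Pdcd1lg2* ended without co-infected F4/80 low replicate 4 (adjusted p = 0.0197 and 0.0172) and without SL3261 replicate 2 (adjusted p = 0.0174 and 0.0225), 3 (adjusted p = 0.0124 and 0.0115) or 4 (adjusted p = 0.026 and 0.0168), and that of *Irf4* without co-infected F4/80 low replicate 2 (adjusted p = 0.0201). With only the compared arrays *Irf4* (adjusted p = 0.0188; 0.00349 to 0.0188 over the alternatives), *Pdcd1lg2* (adjusted p = 0.0571; 0.00318 to 0.0571) and *Fn1* (adjusted p = 0.021; 7.19e-05 to 0.021) were not called either. Of 24 cell cycle genes, 23 rose in F4/80 high MΦ of co-infected over *H*. *polygyrus* infected mice and none fell, led by *Mki67* (3.15) and *Ccna2* (2.41; camera, adjusted p = 5.56e-25, and adjusted p = 0.0468 with an estimated correlation), whereas over naïve mice *Tyms* (0.53) alone was called (camera, adjusted p = 3.55e-06, and adjusted p = 0.347 with an estimated correlation), and not without naïve replicate 4 (0.46) or co-infected F4/80 high replicate 1 or 3 (0.48 each) or with only the compared arrays (adjusted p = 0.0102; 0.00129 to 0.0102 over the alternatives). In F4/80 low than in F4/80 high MΦ of co-infected mice 18 cell cycle genes were lower and none higher, 19 lower when adjusted over the list alone (*Mki67* −1.42; camera, adjusted p = 1.11e-07, and adjusted p = 0.273 with an estimated correlation).

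Markers of other cells were compared between the co-infected populations, where the sort gates name SiglecF, CD11c, B220, CD3, Ly6G, TCRβ or CD19 against several of them. Of 13 neutrophil markers *Csf3r* (0.56) and *Retnlg* were called higher in F4/80 low MΦ and none lower (camera, adjusted p = 0.18), and of 8 genes of mesothelium and fibroblasts *Dcn* (0.61) was higher (camera, adjusted p = 0.805), which was not called without co-infected F4/80 high replicate 1 (adjusted p = 0.0118) or F4/80 low replicate 3 (adjusted p = 0.014). *Csf3r* was not called without co-infected F4/80 high replicate 3 (0.49), and *Retnlg* not without F4/80 high replicate 2 or 4 (adjusted p = 0.0133 and 0.0193) or F4/80 low replicate 2 or 3 (adjusted p = 0.0127 and 0.019) or with only the compared arrays (adjusted p = 0.0147; 9.19e-04 to 0.0147 over the alternatives). Limma called none of 6 eosinophil, 10 B cell, 13 T and NK cell, 8 mast cell, 2 erythroid and 12 handling stress genes; at an unadjusted p under 0.05, 0, 1, 4, 1, 0 and 5 were higher and 1, 0, 2, 0, 1 and 0 lower. Camera gave these lists adjusted p = 0.593, 0.603, 0.494, 0.542, 0.394 and 0.0611. With the paired animals as a block, *Ighm* (1.46, adjusted p = 1.04e-04; 1.04e-04 to 0.0231 over the alternatives) among the B cell genes and *Fos* (0.63, adjusted p = 0.00234; 0.00234 to 0.26) and *Hspa1a* (0.59, adjusted p = 0.00691; 0.00691 to 0.26) among those of handling stress were called, as was the handling stress list (camera, adjusted p = 0.00153; 0.00153 to 0.573 over its tests). Anti-apoptotic genes, 1 of 12 higher in F4/80 low MΦ, were called by camera (adjusted p = 4.85e-04) but not with an estimated correlation (adjusted p = 0.0672). Between F4/80 high MΦ of co-infected and *H*. *polygyrus* infected mice, *S100a8* (0.98) and *Ly6g* rose and *Mmp9* (−1.49) and *Csf3r* (−1.23) fell among the neutrophil markers (3 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.611), *Ccr3* (−0.91) fell among the eosinophil markers (camera, adjusted p = 0.611), and the T and NK cell list was called (camera, adjusted p = 0.0398, and adjusted p = 0.434 with an estimated correlation). *S100a8* was not called without co-infected F4/80 high replicate 1 or 3 (adjusted p = 0.0113 and 0.0108), nor *Ly6g* without co-infected F4/80 high replicate 3 (0.50). Against naïve F4/80 high MΦ, the T and NK cell list was called in co-infected F4/80 low, SL3261 F4/80 low and co-infected F4/80 high MΦ (camera, adjusted p = 0.0181, 0.0145 and 0.0086, with 3, 5 and 0 of 13 genes higher), the dendritic cell list in co-infected F4/80 low and SL3261 F4/80 low MΦ (camera, adjusted p = 0.00214 and 0.0145, with 3 of 10 genes higher in each and 0 and 1 lower) and the handling stress list in co-infected F4/80 low, SL3261 F4/80 low and co-infected F4/80 high MΦ (camera, adjusted p = 7.03e-05, 3.15e-04 and 2.67e-04, with 6, 5 and 2 of 12 genes higher). With an estimated correlation none of these was called (adjusted p = 0.339, 0.332 and 0.313 for T and NK cells, 0.127 and 0.231 for dendritic cells, and 0.139, 0.202 and 0.2 for handling stress).

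Genes higher in co-infected than in SL3261 F4/80 low MΦ include many of resident MΦ, and F4/80 high cells among the sorted F4/80 low cells are a candidate explanation that the F4/80 gate would limit, with purities above 96% by the paper. Of 82 genes at least 4-fold higher in co-infected F4/80 high than in SL3261 F4/80 low MΦ, 78 (95.1%) lay above the SL3261 level in co-infected F4/80 low MΦ, by a median of 6.11% of the linear difference (quartiles 2.71 and 14.4%; 4.52 to 11.9% on single arrays), and the abundant *Alox15* had log2 signals of 13.19, 8.94 and 6.46 in co-infected F4/80 high, co-infected F4/80 low and SL3261 F4/80 low MΦ. For 30 of the 32 of 60 called genes that were higher in co-infected F4/80 high than F4/80 low MΦ, the test below does not decide. The 32 would need shares of 3.82 to 55.5% (median 29.8%). The median need exceeds the share of other cells that the sort purity allows, while the lowest need lies within it. *Timd4* (11.51, 7.94 and 8.13) and *Cxcl13* (10.32, 6.36 and 6.72), in the same order, lay below the SL3261 level in co-infected F4/80 low MΦ. Both go against this explanation as the whole cause for genes with needs above the purity. As RMA compresses linear shares and the shares differ between genes, this is not settled, and a smaller contribution stays open. As the whole cause, F4/80 high cells among the sorted F4/80 low cells are argued against for 17 of the 60. These lay above the level that the 75th percentile of the share gives, at an adjusted p under 0.01 in a test over all genes. At the 95th percentile (32.9%), 10 of them did. The genes behind the share include called genes that were themselves tested, such as *Thbs1*. A true rise of such genes would raise the level, so the test leaves a gene that does not pass it undecided. Among the 17 are all 9 that were lower in co-infected F4/80 high than in co-infected F4/80 low MΦ, and 2 of the 32, *Trf* and *Ly6a2*, named after their values were seen, which are not beyond the 95th percentile. A gain of resident genes by monocyte-derived cells, or another effect of *H*. *polygyrus*, stays open and untested.

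Anti-bacterial genes higher in co-infected than in *H*. *polygyrus* F4/80 high MΦ could come from F4/80 low cells among the sorted F4/80 high cells. Over 12 monocyte-derived genes the share of F4/80 low signal was 16.0% at the median and 21.9% at the 75th percentile, and for *Ccr2*, at 5.45 in co-infected F4/80 high and 10.36 in co-infected F4/80 low MΦ, it was 1.12%. The 23 called resistance and MHC class II genes would need a share of 52.0% at the 25th percentile and 71.2% at the median, which argues against this explanation as the whole cause for the set. *Il1b*, named after its value was seen, would need 9.68%, and the other 22 would need 42.8% or more. The need of *Il1b* lies between the 25th percentile (3.71%) and the median of the monocyte-derived shares. It exceeds the share of *Ccr2* and the share of other cells that the sort purity given by the paper allows. Both go against F4/80 low cells as the whole cause of the rise in *Il1b*. As the shares differ between the monocyte-derived genes, this is not settled. A smaller contribution stays open, as does a response of the F4/80 high cells to bacteria, which may be set as a hypothesis only.

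Genes lower in co-infected than in SL3261 F4/80 low MΦ might be diluted by F4/80 high cells. The 75th percentile of the share gives a log2 change of −0.22 by dilution, and 4 of the 32 genes fell by more than this at an adjusted p under 0.01 (limma treat over all 30010 genes): *Ch25h* (−2.37), *Cxcl10* (−0.98), *Ralgds* (−0.74) and *5430437J10Rik* (−0.71). At the 95th percentile of the share (32.9%, a log2 change of −0.58), 1 of them did, *Ch25h*. Nor would dilution bring a gene below its level in co-infected F4/80 high MΦ, yet *Gca* (−0.64), *Anpep* (−0.42) and *Cpd* (−0.38) were lower in co-infected F4/80 low than in co-infected F4/80 high MΦ at an adjusted p under 0.01. Dilution as the whole cause is thus argued against for these 7 genes, which were named after their values were seen. The 4 genes are fewer than the 50% of the 32 asked for an argument against dilution of the set, and as the call threshold by itself asks for a fall by over 0.5, the sizes of the falls do not decide for the other 25, where dilution and an effect of *H*. *polygyrus* on the response cannot be told apart. The dilution tests given here replaced earlier forms after the values had been seen. The first of those forms argued against dilution for the whole set, from a median fall that the call threshold fixed, and the next left it open.

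For each comparison of a pair of groups, 1 of 35 splits, the real one, called as many genes as the real groups. This is the smallest share that 35 splits can give, which makes chance unlikely for a single comparison and does not exclude it. In the order co-infected F4/80 low with co-infected F4/80 high, co-infected F4/80 high with *H*. *polygyrus* F4/80 high, co-infected F4/80 high with naïve, co-infected F4/80 low with SL3261 F4/80 low, *H*. *polygyrus* F4/80 high with naïve, SL3261 F4/80 low with naïve and co-infected F4/80 low with naïve, the real counts were 2167, 2014, 1358, 92, 254, 4019 and 3207 and the highest of the other splits 3, 0, 0, 1, 6, 0 and 0. Of the 35 splits of the co-infected arrays, 8, the real one included, part all pairs of the same number. The highest of the others among these called 0 genes by limma, and the highest among splits that keep a pair together called 3. For paired arrays only these 8 splits count, which are too few to exclude chance. Over 100 groupings of all 20 arrays, the real one included, the highest other gave 1 gene outside both other sets, against 358. For the shared response the highest other gave 0, against 611. These regroupings mix F4/80 low with F4/80 high arrays, so they show that the groups differ. They cannot decide whether genes lie outside both sets, or whether the responses overlap, beyond chance. Camera with the preset correlation called as many lists as the real 120 in 6 of the 100, and the highest other called 129. Chance thus cannot be excluded for that number. With an estimated correlation the highest other called 2 lists, against 70, which again shows only that the groups differ.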
